# Increased Ca^2+^ influx through Ca_V_1.2 drives aortic valve calcification

**DOI:** 10.1172/jci.insight.155569

**Published:** 2022-03-08

**Authors:** Maiko Matsui, Rihab Bouchareb, Mara Storto, Yasin Hussain, Andrew Gregg, Steven O. Marx, Geoffrey S. Pitt

**Keywords:** Cardiology, Ion channels

## Abstract

Calcific aortic valve disease (CAVD) is heritable, as revealed by recent GWAS. While polymorphisms linked to increased expression of *CACNA1C* — encoding the Ca_V_1.2 L-type voltage-gated Ca^2+^ channel — and increased Ca^2+^ signaling are associated with CAVD, whether increased Ca^2+^ influx through the druggable Ca_V_1.2 causes CAVD is unknown. We confirmed the association between increased Ca_V_1.2 expression and CAVD in surgically removed aortic valves from patients. We extended our studies with a transgenic mouse model that mimics increased Ca_V_1.2 expression within aortic valve interstitial cells (VICs). In young mice maintained on normal chow, we observed dystrophic valve lesions that mimic changes found in presymptomatic CAVD and showed activation of chondrogenic and osteogenic transcriptional regulators within these valve lesions. Chronic administration of verapamil, a Ca_V_1.2 antagonist used clinically, slowed the progression of lesion development in vivo. Exploiting VIC cultures, we demonstrated that increased Ca^2+^ influx through Ca_V_1.2 drives signaling programs that lead to myofibroblast activation of VICs and upregulation of genes associated with aortic valve calcification. Our data support a causal role for Ca^2+^ influx through Ca_V_1.2 in CAVD and suggest that early treatment with Ca^2+^ channel blockers is an effective therapeutic strategy.

## Introduction

Calcific aortic valve disease (CAVD) is a life-threatening disorder affecting approximately 2% of people older than 65 years. Excess calcium phosphate deposition in the aortic valve stiffens the tissue and ultimately narrows the valve orifice. The consequent increase in left ventricular pressure strains the left ventricle. Common clinical outcomes, if this condition is untreated, are angina, heart failure, syncope, and/or sudden death. Surgical or transcatheter aortic valve replacement are the only current therapeutic options (1); no drug treatments have been shown to reverse or slow progression (2).

While the underlying mechanism of CAVD was previously thought to be wear and tear, researchers subsequently showed that calcification initiates after injury–mediated or inflammatory-mediated disruption of the valve endothelial surface, which leads to 2 different but overlapping responses, both of which start with differentiation of fibroblast-like valve interstitial cells (VICs) that reside below the endothelial surfaces (3). First, dystrophic calcification results from myofibroblast differentiation of VICs in response to paracrine action of TGF-β. Identifying features of VICs differentiated into myofibroblasts are expression of α-smooth muscle actin (α-SMA), which myofibroblasts organize into bundles or stress fibers, and that VICs become contractile. Activated myofibroblasts remodel the extracellular matrix that alters the local milieu in ways that promote calcification, such as by secretion of MMPs that release latent TGF-β within the extracellular matrix, thereby augmenting VIC differentiation to myofibroblasts. Activated myofibroblasts eventually undergo apoptosis and consequently deposit calcium salts that precipitate calcification (4). The second process by which VICs contribute to calcification is by undergoing osteogenesis. The ectopically transformed osteoblasts secrete bone matrix (5, 6), as reflected by upregulation of canonical osteogenic signaling pathways, such as the BMP pathway and the Wnt-signaling pathway, in diseased calcific aortic valves (6–8). Likewise, chondrogenic signaling in diseased valves is marked by the expression of *Aggrecan* (*ACAN*) and *SOX9*, a major chondrogenic transcriptional regulator (9).

Attempts at medical therapy to slow or ameliorate the development of CAVD have been unsuccessful, and failures have been attributed to the late initiation of treatment, when calcification is present and thus difficult to halt or reverse. Hence, while understanding the early events that eventually result in CAVD might provide opportunities to intervene in a timely manner, the initial events that activate VICs to cause dystrophic calcification or undergo osteogenesis are not well understood. Moreover, although the pathophysiological consequences of CAVD result primarily from stiffened valve leaflets, a recent study of donor heart valves from individuals not known to have aortic valve disease showed that nascent disease is characterized by intrinsic calcification at the hinge regions rather than in the leaflets (10). Focusing on these changes in the hinge regions, therefore, may offer a window of opportunity for therapeutic intervention.

One approach to identify the early changes is to focus on genetic susceptibility, because genetics represents factors continuously present and starting from birth. Indeed, GWAS have suggested genetic susceptibility to CAVD, but whether any of these associated loci are causal and the mechanisms by which variants increase susceptibility are largely unknown. An SNP near *LPA* demonstrated genome-wide significance (11), consistent with previous studies demonstrating an association between levels of the *LPA*-encoded lipoprotein(a) and aortic valve calcification (12–15). SNPs near *PALMD*, *IL6*, *ALPL*, and the noncoding *TEX41* also associate with aortic valve calcification (16–18), but whether variants at these loci are causal is unknown, as are the molecular mechanisms underlying disease association. A meta-analysis of 2 GWAS suggested an association between increased expression of *CACNA1C*, which encodes the Ca_V_1.2 L-type voltage gated Ca^2+^ channel, and CAVD (19). That association was supported by several additional observations, including increased *CACNA1C* transcripts in calcified versus noncalcified valves and a gene-set enrichment analysis of all SNPs (not only those within *CACNA1C*) with moderate (*P* < 0.0001) disease association that identified the calcium-signaling pathway (Kyoto Encyclopedia of Genes and Genomes identifier hsa04020) as the top gene set.

Ca_V_1.2 is the predominant voltage-gated Ca^2+^ channel in the myocardium, in which Ca_V_1.2 initiates excitation-contraction coupling. Additionally, Ca_V_1.2 serves essential roles in other excitable tissues, such as the brain and endocrine tissue, and in vascular smooth muscle cells, where it is the target of commonly prescribed Ca^2+^ channel blocker antihypertension drugs. Expression in cardiac valves had not been previously described, so a role in CAVD was unexpected. An increasing amount of evidence, however, suggests that Ca_V_1.2 exerts roles in nonexcitable tissues (20) and, as a plasma membrane voltage-gated Ca^2+^ channel, Ca_V_1.2 sits at the pinnacle of myriad intracellular Ca^2+^-dependent signaling events capable of triggering myofibroblast activation and osteogenic transformation. If increased Ca^2+^ influx through Ca_V_1.2 is causal for calcific aortic stenosis, then readily available FDA-approved drugs would be lead candidates for therapeutic intervention.

With human aortic valve samples, we confirmed increased Ca_V_1.2 in valves surgically excised for calcific aortic stenosis, compared with noncalcified valves. We then generated a mouse model to mimic increased Ca_V_1.2 expression within the aortic valve, with which we observed accelerated aortic valve calcification in vivo, thus showing that increased Ca_V_1.2 expression is, indeed, causal. Chronic administration of verapamil, a Ca_V_1.2 antagonist used clinically, slowed valve calcification, suggesting that reduction of Ca^2+^ influx through Ca_V_1.2 is a therapeutic opportunity. Using transcriptional profiling in cultured mouse VICs, we then defined how increased Ca^2+^ influx through Ca_V_1.2 could activate downstream signaling pathways capable of driving valve calcification.

## Results

The researchers who conducted the GWAS that identified an association between *CACNA1C* and CAVD reported increased *CACNA1C* and *RUNX2* transcripts within calcified versus noncalcified human aortic valves (19). Using IHC, we found that calcified areas of valves obtained from individuals with CAVD valves also had increased levels of Ca_V_1.2 protein compared with valves obtained from individuals without CAVD (Figure 1A). Moreover, the increased signal for Ca_V_1.2 protein in valves obtained from individuals with CAVD was most prominent in areas that also displayed a strong signal for the osteogenic marker, RUNX2. In contrast, only a weak Ca_V_1.2 or RUNX2 signal was observed in valves excised from hearts harvested for transplant and without CAVD (Figure 1B). Three CAVD valves and 3 valves without CAVD were tested in toto with similar results (Figure 1, C and D).

To test if increased Ca_V_1.2 expression within the aortic valve is causal for valve calcification, we generated a mouse model in which transgenic Ca_V_1.2 expression was specifically increased in the valve tissue. We used a model in which transgenic Ca_V_1.2 expression was targeted specifically to the aortic valve, modifying a strategy we have used previously to target Ca_V_1.2 expression to the mandible (21) or osteoblasts (22, 23). Here, we crossed a *Scx-Cre* driver mouse with mice with a Ca_V_1.2 WT cDNA (Ca_V_1.2^WT^) inserted into *Rosa26* and downstream of a floxed STOP codon (Figure 2A). *Scx-Cre* drives expression in heart valves but not in the myocardium (24, 25), as we confirmed with a GFP reporter (Figure 2B). Thus, these *Scx-Ca_V_1.2^WT^* mice express transgenic Ca_V_1.2 specifically in the aortic valve. As we previously showed, this transgenic Ca_V_1.2 expression model increases Ca^2+^ influx (21) and thereby provides a model that mimics the increased Ca_V_1.2 transcription and protein levels observed specifically in the aortic valves of patients with CAVD (19) and the increased Ca_V_1.2 expression that we detected in a human aortic valve sample (Figure 1A).

Histological analyses with pentachrome staining of transgenic *Scx-Ca_V_1.2^WT^* valves obtained from 4-month-old mice showed the presence of discrete lesions in all valves examined (Figure 2C), but in only 1 valve from a Cre-negative control mouse (for Cre-negative control, *n* = 12; for *Scx-Ca_V_1.2^WT^*, *n* = 10; Fisher exact test, *P* < 0.0001). Thus, increased Ca_V_1.2^WT^ expression in the aortic valve was sufficient to cause development of calcified lesions. Also remarkable was that these lesions were present in 4-month-old mice, a stage much earlier than in typical murine CAVD models. Consistent with the relatively young age of the mice at which these lesions appeared, the lesions were predominantly located in the hinge regions rather than the valve leaflets, reflecting nascent disease seen in humans (10). Notably, the mice were maintained on a normal chow diet, in contrast to a high cholesterol diet commonly used in murine models of CAVD, and thus these early lesions do not require elevated lipid levels that are a CAVD risk factor.

We then developed a model to increase Ca^2+^ influx through Ca_V_1.2 to accelerate the disease process in the mouse model. We exploited a gain-of-function mutant G406R mutation (Ca_V_1.2^TS^) found in individuals with the multisystem disorder Timothy syndrome (26) that disrupts Ca_V_1.2 channel voltage-dependent inactivation and thereby promotes increased Ca^2+^ through the channel. Using the *Rosa26* knock-in strategy, but with the gain-of-function mutant Ca_V_1.2^TS^ expressed rather than the Ca_V_1.2^WT^ channel, we examined whether targeted expression in the aortic valve with *Scx-Cre* accelerated the appearance of calcified valve lesions. Figure 2D shows heterogeneous histological evidence of lesions in the valves from the *Scx-Ca_V_1.2^TS^* mice. We observed lesions in all (*n* = 22) *Scx-Ca_V_1.2^TS^* aortic valves examined but in only 1 valve from 12 Cre-negative control mice (Fisher exact test, *P* < 0.0001). Alizarin red and von Kossa staining demonstrated calcification within the lesions, but not in the adjacent histologically normal-appearing valve (Figure 2E), again consistent with the histological appearance and using the same detection methods as for the nascent lesions seen in humans (10). Thus, valve-specific expression of a gain-of-function mutant Ca_V_1.2^TS^ exacerbated the development of calcified lesions and provides a model to accelerate the development of aortic valve calcification.

Further characterization of the lesions with immunohistochemical markers revealed discrete dystrophic activation. For example, Figure 3A demonstrates increased α-SMA specifically within the discrete valve lesions in *Scx-Ca_V_1.2^TS^* (and not the *Cre^–^* control mice), but not in the unaffected adjacent valve tissue. Moreover, the lesions shown in Figure 3, B and C, display features of chondrogenesis: Sox9 and aggrecan (Acan) were both detected in the lesions in *Scx-Ca_V_1.2^TS^* mice but not in the unaffected valve areas. This finding is consistent with the recent discovery that *Sox9* and *Acan* are upregulated downstream of Ca^2+^ influx through Ca_V_1.2 in developing bone (27). Early features of osteogenesis, as indicated by the expression of the master osteogenic transcriptional factor Runx2, were also detected (Figure 3D).

Because transgenic expression of Ca_V_1.2, mimicking the increased expression of Ca_V_1.2 associated with CAVD in patients (19), led to the appearance of valve lesions and activation of the dystrophic and osteogenic signaling pathways, we next tested whether administrating a Ca^2+^ channel blocker (verapamil, 10 mg/kg/d) in vivo via a mini-osmotic pump reduced the appearance of the dystrophic lesions in the *Scx-Ca_V_1.2^TS^* model. We chose verapamil over a dihydropyridine because the *Rosa26* Ca_V_1.2^TS^ model has an engineered mutation that renders the channels insensitive to dihydropyridines (28). Mini-osmotic pumps containing verapamil or vehicle control were implanted into 2-month-old *Scx-Ca_V_1.2^TS^* mice and lesion area was quantified in valves isolated 28 days later. Lesion area was significantly reduced in verapamil-treated mice (*n* = 16; *P* < 0.05) compared with vehicle-treated control mice (Figure 4). Thus, in a model of increased Ca_V_1.2 expression in the valve, chronic blockade of Ca^2+^ influx effectively reduced valve lesions.

To explore signaling pathways downstream of Ca^2+^ influx via Ca_V_1.2 that contributed to valve calcification, we used a mouse VIC culture system. We first confirmed that our VIC culture preparations were free of valve endothelial cell contamination by performing quantitative PCR (qPCR) for endothelial cell and VIC marker transcripts. Figure 5A shows expression levels of VIC-specific transcripts α-SMA (*Acta2*) and prolyl-4-hydrolase (*P4ha1*) that are more than 3000-fold to 60,000-fold higher than expression levels of endothelial cell markers CD31 or von Willebrand’s factor (ΔC_t_ range, 11.6–15.9).

Because the human GWAS showed a correlation between increased Ca_V_1.2 expression in the valve and valve calcification, and our mouse models demonstrated that increased Ca_V_1.2 expression in the valve is casual for valve calcification, we tested if increased Ca_V_1.2 expression in cultured VICs is sufficient to activate dystrophic signaling pathways. As a first test, we cultured VICs obtained from the mice in which *Ca_V_1.2^WT^* was inserted into the *Rosa26* locus downstream of a floxed STOP codon (see Figure 2A) and activated the *Ca_V_1.2^WT^* transgene by infecting the cells with an adenovirus expressing Cre recombinase (to remove the STOP codon) or an adenovirus expressing GFP (as a control). We then performed qPCR and immunocytochemistry for α-SMA, an indicator of myofibroblast differentiation, which showed that enhanced expression of *Cacna1c* in VICs increased α-SMA by approximately 40% 2 days after infection (Figure 5B) and led to the appearance of α-SMA stress fibers that were not present after control GFP infection (Figure 5C), thus providing initial mechanistic insight into the downstream effects of increased Ca_V_1.2 expression in VICs. We confirmed that the observed myofibroblast activation was not an artifact of Cre infection: qPCR of RNA from cultured VICs isolated from WT mice infected with GFP or Cre showed no difference in α-SMA expression levels (Figure 5D). As with the in vivo experiments, we chose verapamil over a dihydropyridine because the Ca_V_1.2^TS^ model has an engineered mutation that renders the channels insensitive to dihydropyridines (28).

Finally, we hypothesized that the additional Ca^2+^ influx through the Ca_V_1.2^TS^ mutant channel would generate an even larger increase in α-SMA expression. We infected VICs obtained from mice expressing the floxed-STOP *Ca_V_1.2^TS^* transgene knocked into *Rosa26* (Figure 2B) with either adenovirus expressing Cre recombinase (to remove the STOP codon) or GFP (control) and measured the expression of α-SMA by quantitative RT-PCR 2 days after infection. In comparison with overexpression of the Ca_V_1.2^WT^ channel and the resultant 1.4-fold increase in α-SMA (Figure 5B), expression of the gain-of-function mutant Ca_V_1.2^TS^ channel generated an approximately 2-fold increase in α-SMA expression (Figure 5E), further augmenting Ca^2+^ influx with the Ca_V_1.2^TS^ channel amplified the activation of α-SMA. Additionally, we confirmed that the resultant increase in α-SMA after expression of Ca_V_1.2 derived from Ca^2+^ influx through the transgenic Ca_V_1.2 channels, because blockade with verapamil eliminated any increase in α-SMA expression (Figure 5F).

We next performed bulk RNA-Seq to query the initial downstream signaling pathways and factors affected by increased Ca^2+^ influx through Ca_V_1.2 in VICs. Because the gain-of-function mutant Ca_V_1.2^TS^ channel amplified the α-SMA response in cultured VICs, we exploited the Ca_V_1.2^TS^ channel for the RNA-Seq experiments. 

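Valve interstitial cells (VICs), the fibroblast-like cells of the valve leaflet, were infected in culture with an adenovirus carrying Cre recombinase, which switches on the mutant channel transgene, or GFP as the control. RNA of 14 cultures was sequenced: 4 with GFP and 4 with Cre at 48 h, and 3 with GFP and 3 with Cre at 72 h. The authors' deposited values are FPKM, fragments scaled to the transcript's length and the library's mapped reads, for 22007 protein-coding genes. The submitters' processing notes and the paper name STAR 2.5.2, the mouse build GRCm38 and Cufflinks 2.1.1 for these values. FPKM are not read counts, so depth could only be estimated from the smallest steps between low values. The estimate was 24600000 to 27400000 reads (median 26050000) in the GFP libraries and 27100000 to 34500000 (median 30250000) in the Cre libraries at 48 h, and 21700000 to 24000000 (median 23300000) and 30900000 to 37300000 (median 35200000) at 72 h. It is rough, since only 38.6 to 43.3% of low values lay within 0.1 of a whole read, where 20% would by chance. Within a group, log2(FPKM + 1) of any pair of libraries correlated across genes at r of 0.994 to 0.996.
Cre was compared with GFP within each time by limma with a trended prior on log2(FPKM + 1), over genes of at least 1 FPKM in as many libraries as the smaller group, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes on this scale understate the change of genes with low FPKM. An estimate that Cufflinks marked as failed was treated as missing. The 48 h libraries carry lane label 3 and the 72 h libraries lane label 4, so time and lane coincide. Gene lists were written and the rule for naming genes was set before the data were examined. Some lists cover pathways that the paper discusses from these same libraries, so their tests are not independent of the paper's results.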

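Cacna1c, the gene of the CaV1.2 pore subunit, was higher in every Cre library than in every GFP library at both times. It lies on chromosome 6 of GRCm38 from 118587240 to 119196418 (ENSMUSG00000051331). At 48 h its FPKM was 18.6, 18.3, 19.0 and 18.5 in the 4 GFP libraries and 70.5, 66.2, 72.9 and 69.7 in the 4 Cre libraries. The ratio of means was 3.75 ± 0.0790 (SE), with a log2 fold change of 1.85 (standard error 0.03, adjusted p = 2.29e-10 from limma). At 72 h FPKM was 13.5, 13.5 and 13.1 with GFP and 55.0, 61.8 and 60.7 with Cre, a log2 fold change of 2.06 (adjusted p = 2.87e-07 from limma). FPKM of the gene do not separate reads of the transgene that the paper describes from those of the mouse gene, in which the submitters' labels place the mutation.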

We treated cultured VICs isolated from Ca_V_1.2^TS^ mice, plated them on hard plastic with adenovirus expressing Cre recombinase or GFP (control), and isolated RNA for bulk RNA-Seq 48 hours (*n* = 4 mice each) and 72 hours (*n* = 3 mice each) after infection. 

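The first principal component parted the Cre cultures from the GFP cultures at each time. Over 11391 genes at 48 h it held 92.1% of the variance, with the 4 GFP libraries between -40.5 and -39.0 and the 4 Cre libraries between 36.8 and 42.5. The gap between the groups was 75.7, where the wider group spanned 5.73. At 72 h the first component held 92.7% of the variance over 11481 genes, with a gap of 76.6 and the wider group spanning 8.57. With all 14 libraries together, the first component held 78.0% of the variance and the second 11.0%. No p-value is attached to these separations.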

Principal component analysis showed excellent separation of Cre-infected versus GFP-infected samples (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.155569DS1). In the 48-hour experiment, we observed upregulation of α-SMA 2.36-fold ± 0.12-fold (*n =* 4 each; adjusted *P* [*P_adj_*] < 1 × 10^–59^), similar to what we observed by qPCR (Figure 5E). 

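Acta2, which encodes the contractile protein α-SMA, rose in the Cre cultures. The gene lies on chromosome 19 of GRCm38 from 34241090 to 34255336 (ENSMUSG00000035783). Its FPKM at 48 h was 570 ± 62.4 (SD, n = 4) with GFP and 1178 ± 64.5 (SD, n = 4) with Cre, and the ratio of means was 2.07 ± 0.126 (SE). The log2 fold change was 1.05 (standard error 0.08, adjusted p = 7.93e-07 from limma). Each Cre library lay above each GFP library (2-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 libraries allow). At 72 h Acta2 was at 742 ± 37.0 FPKM (SD, n = 3) with GFP and 1643 ± 84.9 (SD, n = 3) with Cre, a ratio of 2.21. The log2 fold change at 72 h was 1.15, and 0.59 with quantile normalization. The change in the Cre effect between the times was 0.09 on the log2 scale (adjusted p = 0.529 from limma).

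**Figure D1:**
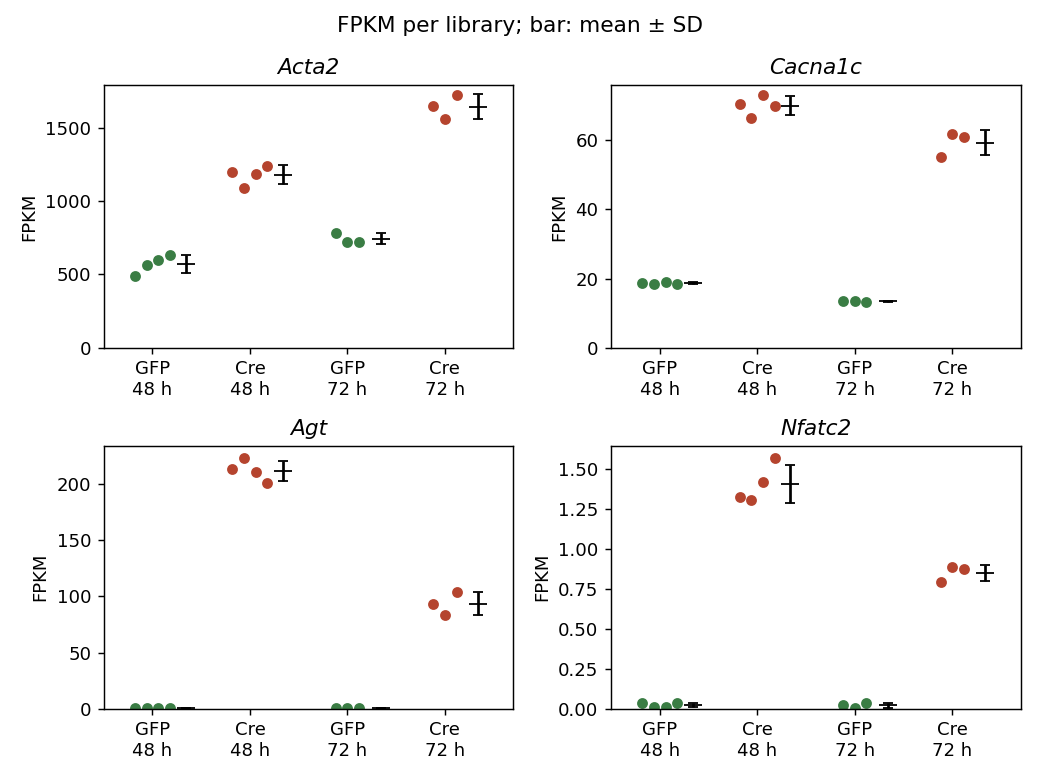
FPKM of Acta2, Cacna1c, Agt and Nfatc2 in each library, by virus and time (points), with the mean and SD of each group beside them (bars). Acta2 lies between 487 and 634 FPKM in the GFP libraries and between 1087 and 1239 in the Cre libraries at 48 h, and Agt averages 0.464 FPKM with GFP and 212 with Cre at 48 h.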

Between the Cre or GFP infection samples, we observed 10,540 protein-coding genes differentially expressed (*P_adj_* < 0.05), of which 5193 were up-regulated and 5347 were downregulated (Figure 6, A and B). 

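The largest rises at 48 h were in Agt, Aspn (asporin, a small matrix proteoglycan), Postn (periostin, a matrix protein), Igfbp6, the plasma membrane calcium pump gene Atp2b4, the water channel gene Aqp1, the tendon transcription factor gene Scx and the integrin gene Itga7. Aspn went from 0.350 ± 0.181 FPKM (SD, n = 4) with GFP to 43.5 ± 3.02 (SD, n = 4) with Cre, and Postn from 4.38 ± 0.642 to 167 ± 25.9. The largest falls were in Iigp1, Ifit1, Rtp4, Ifi44, Oasl2, Ifit3b, Cxcl10 and Isg15, genes that interferons induce. Isg15 was at 206 ± 29.2 FPKM (SD, n = 4) with GFP and 8.88 ± 0.728 (SD, n = 4) with Cre, a log2 fold change of -4.38 (standard error 0.09, adjusted p = 4.88e-10 from limma). Of 11409 genes tested, 8908 changed at an adjusted p under 0.05 from limma, 2974 higher and 5934 lower in Cre. In 8300 genes the groups did not overlap, which is 72.7% of those tested, where chance gives 2.86%.
The median log2 fold change of all genes tested was -0.18 at 48 h and -0.30 at 72 h, and medians of gene lists are given relative to it. On this scale 33.4% of the changed genes were higher in Cre. With quantile normalization 52.1% were (4529 higher and 4166 lower), and with median-of-ratios scaling, chosen after the values were seen, 50.0% (4344 higher and 4348 lower).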

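Igfbp6 and Itga7 were among the genes that rose by more than 2-fold at 48 h, and the proliferation gene Cdk1 and the cytokine gene Il6 among those that fell as far. Igfbp6, which encodes a binding protein of insulin-like growth factors, went from 9.35 ± 0.565 FPKM (SD, n = 4) with GFP to 290.0 ± 8.03 (SD, n = 4) with Cre. Cdk1, the kinase that drives entry into mitosis, was at 101 ± 2.93 FPKM with GFP and 20.3 ± 1.63 with Cre (n = 4 each), and Il6 at 82.3 ± 5.75 and 10.4 ± 2.23. By limma, 1446 genes passed an adjusted p of 0.05 with a log2 fold change over 1 in size, 406 of them higher and 1040 lower in Cre. The split was 596 higher and 712 lower with quantile normalization, and 602 higher and 740 lower with median-of-ratios scaling.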

A heat map of the 2724 transcripts for which expression in the Cre infected VICs was upregulated or downregulated by more than 2-fold is shown in Figure 6C.

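At 72 h Agt, Igfbp6, Itga7 and Postn were again among the genes with the largest rises, joined by Upk1b, the cell cycle inhibitor gene Cdkn1c, Nmb and Dkk3. For Dkk3, GFP replicate 2 at 48 h stood above the other GFP libraries, at 23.9 FPKM against 21.9 to 22.0. Agt had the largest log2 fold change, 6.05 (adjusted p = 2.87e-07 from limma). Cdkn1c averaged 1.01 FPKM with GFP and 30.6 with Cre, and Upk1b 3.38 and 85.4 (n = 3 each). Ifi44, Iigp1, Zbp1, Oasl2, Cxcl10 and Oasl1, genes that interferons induce, fell the most, together with Phf11d and Hspa1a, a heat shock protein gene. Of 11503 genes tested, 9081 changed at an adjusted p under 0.05 from limma, 2490 higher and 6591 lower in Cre. Among these, 27.4% were higher, against 48.4% with quantile normalization (4030 higher and 4300 lower) and 50.4% with median-of-ratios scaling (4249 higher and 4179 lower). With 3 against 3 libraries, the exact permutation test of a single gene cannot go below p = 0.1.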

We performed a separate analysis on RNA isolated 72 hours after Cre or GFP infection (*n* = 3 each), which revealed 10,306 differentially expressed protein-coding genes, of which 5118 were upregulated and 5188 were downregulated (Supplemental Figure 1, C and D). There were 8908 differentially expressed genes common to both data sets and there was a tight correlation (*r^2^* = 0.86) between the log_2_-fold changes in expression values (Supplemental Figure 1E), suggesting limited overall differences in gene expression after the additional 24-hour exposure to increased Ca_V_1.2 expression. Therefore, to highlight the initial consequences of Ca^2+^-dependent signaling downstream of Ca_V_1.2 in the VICs, we focused our analyses on the data set obtained 48 hours after viral infection.

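Agt and Postn rose less at 72 h than at 48 h, and the immediate early gene Fosb turned from a fall to a rise. The log2 fold change of Igfbp6 was 4.82 at 48 h and 4.73 at 72 h, and the difference of -0.09 did not pass the test (adjusted p = 0.578 from limma). For Agt the difference was -1.14 (adjusted p = 2.4e-05 from limma), and for Postn -1.31 (adjusted p = 0.000218 from limma). Fosb and Fos differed most in the other direction. Fosb fell by 3.24 on the log2 scale at 48 h (adjusted p = 5.97e-08 from limma) and rose by 1.67 at 72 h (adjusted p = 6.59e-05 from limma).
Of 11254 genes tested at both times, 7685 changed at both, and 7499 of these (97.6%) changed in the same direction. Independent lists of these sizes would share 6954 genes. Across the genes changed at both times, r² of the log2 fold changes was 0.865. The test of the difference itself, over 11780 genes and all 14 libraries, called 3814 genes, of which 125 differed by over 1 log2 unit. The Cre effect was more positive at 72 h in 1374 of the 3814 and more negative in 2440. The median difference of all genes was -0.077, on values with no scaling between libraries, so the count is not free of that shift. The time points also differ in lane label. The paper proposes from the shared genes and the correlation that overall expression differed little at the later time, and it turns to the 48 h data for the initial consequences of calcium entry.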

Gene ontology analyses by ingenuity pathway analysis (IPA) revealed that the top gene set among upregulated transcripts was the calcium-signaling pathway (*P_adj_* = 4.38 × 10^–13^) (Figure 6D), mirroring the top gene set for all SNPs that had moderate association with calcified human aortic valves (19) and consistent with upregulation of Ca^2+^ signaling by activating Ca_V_1.2^TS^ expression. 

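Several genes that move or sense calcium were higher in the Cre cultures at 48 h. Atp2b4, a pump that exports calcium, went from 0.589 ± 0.106 FPKM (SD, n = 4) with GFP to 32.5 ± 0.985 (SD, n = 4) with Cre, and Atp2a3, a pump that fills the calcium store, from 0.237 ± 0.0768 to 7.24 ± 0.978. Rcan1, a regulator of calcineurin, rose from 7.36 ± 0.161 to 44.4 ± 2.19 FPKM, and Mylk, the calmodulin-dependent kinase of myosin light chain, from 0.584 ± 0.0481 to 5.94 ± 0.862. Jph1, which links the store to the plasma membrane, fell from 4.52 ± 0.574 to 0.482 ± 0.0658 FPKM. Of 33 genes of calcium entry, stores and pumps, 17 were higher in Cre, 11 were lower and 5 did not pass the limma test (17 higher and 11 lower when adjusted over the list alone). The list lay above other genes by limma's camera (median log2 fold change 0.34 relative to all genes, adjusted p = 0.01), a call lost with adjusted p = 0.173 with an estimated correlation. The split was 21 higher and 7 lower with quantile normalization and 22 and 7 with median-of-ratios scaling. Of 33 such genes tested at 72 h, 9 were higher and 16 lower by limma, and the same when adjusted over the list alone, but 16 were higher and 9 lower with quantile normalization and 15 and 10 with median-of-ratios scaling. The list did not pass at 72 h (camera adjusted p = 0.238).
Of 38 genes of calcium sensing and signaling enzymes, 19 were higher, 13 were lower and 6 did not pass (20 higher and 13 lower when adjusted over the list alone, 22 and 10 with quantile normalization, 25 and 7 with median-of-ratios scaling). This list too lay above other genes (median 0.31, camera adjusted p = 0.00522, and adjusted p = 0.173 with an estimated correlation). Among 9 voltage-gated calcium channel genes, 5 were higher and 2 lower (5 higher and 3 lower when adjusted over the list alone, 6 and 1 with quantile normalization, 5 and 1 with median-of-ratios scaling; camera adjusted p = 0.0337, and adjusted p = 0.173 with an estimated correlation and 0.0532 on ranks). Besides Cacna1c, the T-type channel gene Cacna1g rose, from 6.28 ± 0.397 to 18.8 ± 1.99 FPKM. Cacnb2, which encodes an auxiliary β subunit, fell from 1.70 ± 0.342 to 0.232 ± 0.0769 FPKM (log2 fold change -1.12, adjusted p = 2.47e-06 from limma; -2.44 with a pseudocount of 0.1). Among 20 genes of receptors that signal through calcium, 9 were higher and 10 lower (9 and 10 when adjusted over the list alone, 9 and 10 with quantile normalization, 10 and 10 with median-of-ratios scaling), with a camera adjusted p of 0.491.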

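Nfatc2 was close to the floor in the GFP cultures and low but present in the Cre cultures. It lies on chromosome 2 of GRCm38 from 168476410 to 168601657 (ENSMUSG00000027544). At 48 h its FPKM was 0.0224 ± 0.0119 (SD, n = 4) with GFP and 1.41 ± 0.120 (SD, n = 4) with Cre. The ratio of means was 62.7 ± 16.8 (SE), an error set by the very low GFP values. On the log2(FPKM + 1) scale, which compresses such a change, the fold change was 1.23 (standard error 0.06, adjusted p = 2.85e-08 from limma), and with a pseudocount of 0.1 it was 3.62. At 72 h FPKM was 0.0217 ± 0.0156 with GFP and 0.852 ± 0.0500 with Cre (SD, n = 3 each), under the minimum of the test within that time.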

A top upregulated (68.0-fold ± 16.6-fold; *P_adj_* = 2.40 × 10^–53^) Ca^2+^-signaling gene was *Nfatc2*, a transcription factor activated by the Ca^2+^-sensitive phosphatase calcineurin. The next gene set identified by IPA was the hepatic fibrosis/hepatic stellate cell–activation pathway (*P_adj_* = 5.68 × 10^–10^), also identified as the top gene set among upregulated transcripts in calcified versus normal human aortic valves (29). 

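Genes of hepatic stellate cell activation moved in both directions at 48 h. Agt rose, and Igfbp4, a binding protein of insulin-like growth factors, went from 1058 ± 16.7 FPKM (SD, n = 4) with GFP to 2048 ± 19.5 (SD, n = 4) with Cre. Hgf, hepatocyte growth factor, fell from 118 ± 5.18 to 24.2 ± 1.75 FPKM. Of 67 genes tested, 23 were higher in Cre, 37 were lower and 7 did not pass the limma test, with the same counts when adjusted over the list alone. The split was 25 higher and 34 lower with quantile normalization, and 27 and 28 with median-of-ratios scaling. As a set the list did not pass the test against other genes (median log2 fold change 0.01 relative to all genes, camera adjusted p = 0.788). It was written from general knowledge of the process and is not the gene set of the pathway software.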

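Most collagen genes tested were higher in the Cre cultures at 48 h. Col27a1, Col12a1 and Col6a3 rose the most, with log2 fold changes of 2.58 (standard error 0.06, adjusted p = 6.82e-10 from limma), 2.49 (standard error 0.04, adjusted p = 1.53e-10) and 1.89 (standard error 0.14, adjusted p = 7.3e-07). Col1a1, a chain of the main fibrillar collagen, had a log2 fold change of 0.96 (adjusted p = 2.64e-09 from limma), and of 0.60 with quantile normalization. Col1a2, its partner chain, had a log2 fold change of 0.62 (adjusted p = 2.29e-08), and with quantile normalization one of 0.071 that did not pass the limma test (adjusted p = 0.142). Col14a1 and Col11a1 fell, by 0.70 and 0.59 on the log2 scale, with a log2 fold change of -0.43 for Col14a1 with quantile normalization and of -0.39 for Col11a1 with median-of-ratios scaling. Col15a1, Col4a6 and Col8a1 had log2 fold changes of 0.24, 0.08 and 0.03 and did not pass the test. With median-of-ratios scaling all 3 passed as higher, at 0.44, 0.28 and 0.23, and with quantile normalization Col15a1 and Col4a6 did, at 0.50 and 0.21. Col15a1 also passed without GFP replicate 2 (adjusted p = 0.0167 from limma), and Col4a6 without Cre replicate 3 (0.0186) and with no minimum FPKM (0.0463).
Of 26 collagen genes tested, 21 were higher and 2 lower at an adjusted p under 0.05 from limma (22 and 2 when adjusted over the list alone), and 10 were over 2-fold higher. With quantile normalization 20 were higher and 2 lower, and with median-of-ratios scaling 24 and 2. The log2 fold change of Col3a1 went from 0.21 to -0.02 with quantile normalization (0.42 with median-of-ratios scaling). Cre replicate 4 stood above the other Cre libraries for Col3a1, at 5391 FPKM against 4724 to 4814. With no minimum FPKM, 26 of 41 collagen genes above 0 were higher. The list lay above other genes (median log2 fold change 0.98 relative to all genes, camera adjusted p = 8.7e-10, and adjusted p = 0.114 with an estimated correlation).

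**Figure D2:**
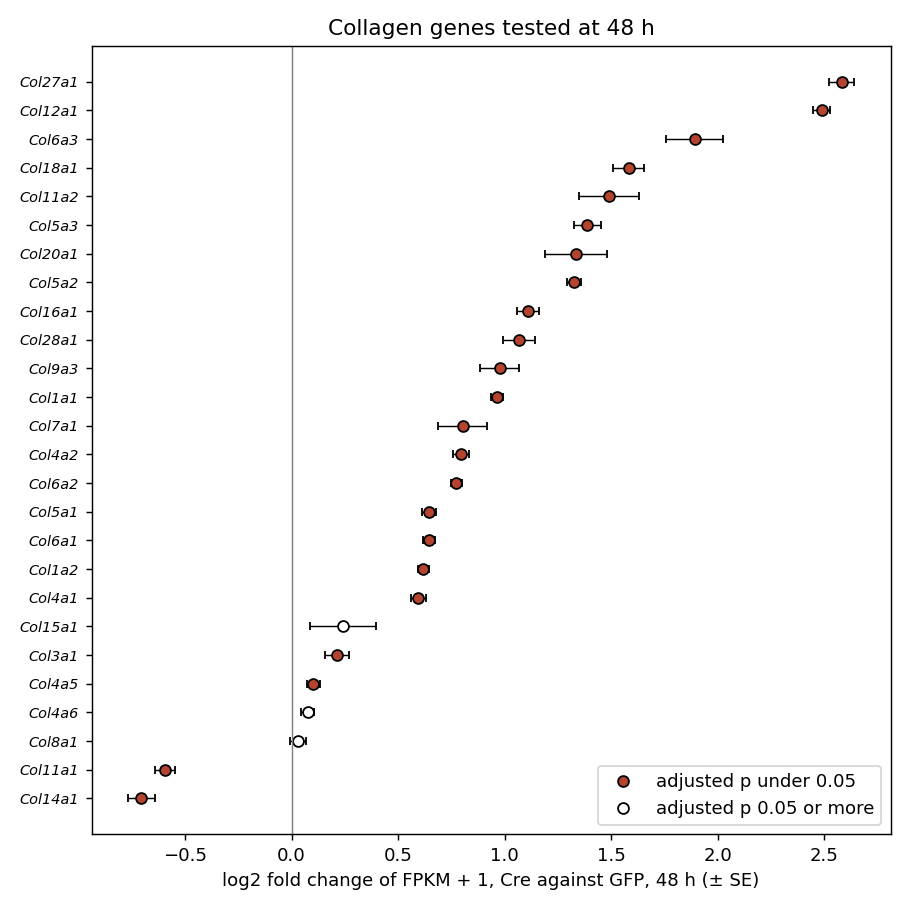
Log2 fold change of FPKM + 1, Cre against GFP at 48 h, of each collagen gene tested, with its standard error (horizontal bars). Filled points passed an adjusted p of 0.05 from limma and open points did not. Changes run from -0.70 for Col14a1 to 2.58 for Col27a1, and with quantile normalization Col3a1 and Col8a1 fall below 0.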

Processes such as increased collagen synthesis are key features of hepatic fibrosis and CAVD, and transcripts of 30 collagen genes were upregulated, 17 by more than 2-fold (Supplemental Table 1) after Ca_V_1.2 activation. Furthermore, the upregulation of collagen transcripts is another indicator of myofibroblast activation (30), as myofibroblasts lead to marked increases in collagen secretion. Moreover, IPA identified TGF-β as the top upstream regulator of the differentially expressed genes, suggesting that initial Ca^2+^ influx in mouse VICs converges on activation of a similar set of genes as application of TGF-β, and that the resulting signaling in our mouse VIC cultures more closely represents a dystrophic rather than an osteogenic process (4), consistent with our culturing of the VICs on a hard plastic surface, known to promote dystrophic calcification, rather than on material like fibronectin that better promotes osteogenic calcification (4).

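Genes that process collagen and genes of the contractile apparatus also rose in the Cre cultures at 48 h. Loxl4, which crosslinks collagen, went from 7.17 ± 0.273 FPKM (SD, n = 4) with GFP to 25.7 ± 0.821 (SD, n = 4) with Cre, and Plod1, a lysyl hydroxylase of collagen, from 25.1 ± 0.970 to 57.5 ± 2.04. Cnn1, the contractile protein calponin, rose from 23.3 ± 2.61 to 138 ± 9.26 FPKM, and Myl9, a myosin light chain, from 106 ± 13.4 to 256 ± 23.4. P4ha1, a subunit of a prolyl hydroxylase, rose from 197 ± 1.72 to 246 ± 3.72 FPKM. Of 28 collagen processing genes, 25 were higher and 3 lower, with the same counts when adjusted over the list alone (median log2 fold change 0.77 relative to all genes, camera adjusted p = 5.38e-10, and adjusted p = 0.114 with an estimated correlation). Of 25 contractile genes of myofibroblasts, 17 were higher and 7 lower by limma (18 and 7 when adjusted over the list alone, 16 and 6 with quantile normalization, 18 and 4 with median-of-ratios scaling), with a median of 0.49 relative to all genes (camera adjusted p = 0.000923, and adjusted p = 0.432 with an estimated correlation). Of 10 smooth muscle markers tested, 7 were higher, led by Itga8, Mustn1 and Cdh13, and 3 lower (7 and 3 when adjusted over the list alone, 8 and 1 with quantile normalization, 7 and 1 with median-of-ratios scaling). Their median was 1.04 relative to all genes (camera adjusted p = 0.00322, and adjusted p = 0.174 with an estimated correlation). Of these markers, Myh11, Cnn1, Lmod1, Actg2 and Smtn also stand in the contractile list.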

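Genes listed as targets of TGF-β moved both ways at 48 h. The counts and the list test take no account of which of them TGF-β raises and which it lowers. Postn rose, while Id1 and Id2, inhibitors of DNA binding, and Smad7, an inhibitory SMAD, fell. Id2 went from 62.0 ± 2.46 FPKM (SD, n = 4) with GFP to 12.9 ± 0.329 (SD, n = 4) with Cre, and Smad7 from 31.9 ± 1.25 to 6.55 ± 0.488. Cre replicate 3 stood above the other Cre libraries for Id1, at 25.5 FPKM against 24.7 to 24.8. Tgfb1 itself rose from 19.5 ± 2.01 to 26.6 ± 0.692 FPKM, a log2 fold change of 0.43 (standard error 0.06, adjusted p = 0.000139 from limma), and 0.65 with quantile normalization. Of 35 TGF-β targets tested at 48 h, 15 were higher and 17 lower by limma, and the same when adjusted over the list alone, while with median-of-ratios scaling 18 were higher and 13 lower (camera adjusted p = 0.276). At 72 h 18 of 35 were higher and 12 lower (18 and 12 when adjusted over the list alone, 19 and 10 with quantile normalization, 23 and 9 with median-of-ratios scaling), and the list lay above other genes (median log2 fold change 0.41 relative to all genes, camera adjusted p = 0.000937, and adjusted p = 0.121 with an estimated correlation). The difference between the times was not tested for the list. From its upstream regulator analysis, which was not repeated here, the paper proposes that calcium entry acts on a set of genes like that of TGF-β and that the process resembles dystrophic more than osteogenic calcification.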

One component of the hepatic fibrosis/hepatic stellate cell–activation pathway, *Agt*, was the most highly upregulated gene (511-fold ± 59-fold; *P_adj_* < 1 × 10^–300^) in our data set. 

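Agt was nearly silent in the GFP cultures and abundant in the Cre cultures, with the largest log2 fold change of all genes tested at both times. It lies on chromosome 8 of GRCm38 from 124556534 to 124569706 (ENSMUSG00000031980). At 48 h its FPKM was 0.587, 0.473, 0.434 and 0.362 in the GFP libraries and 213, 223, 211 and 201 in the Cre libraries. The ratio of means was 457 ± 47.3 (SE). The log2 fold change was 7.19 (standard error 0.05, adjusted p = 1.66e-12 from limma). At 72 h FPKM was 0.432 ± 0.194 (SD, n = 3) with GFP and 93.5 ± 10.4 (SD, n = 3) with Cre, a ratio of 216 ± 57.7 (SE).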

*Agt* encodes angiotensinogen, the precursor of angiotensin II and a key member of the renin-angiotensin-aldosterone system (RAAS), for which individual components are tightly regulated within several feed-forward and feedback loops. The transcript level is commonly used to quantify the abundance of angiotensinogen, which is almost immediately secreted from cells (31). *AGT* is upregulated in human calcified aortic valves (29), local angiotensinogen synthesis and RAAS signaling drive aortic valve calcification (32–34), and proteomic analysis of calcified human aortic valves identified the angiotensin signaling as 1 of the upregulated pathways (35). Increased levels of the negative regulator of RAAS signaling, angiotensin-converting enzyme 2 (ACE2), is a biomarker for higher mortality rate and myocardial fibrosis in patients with CAVD (36). Therefore, we cataloged other RAAS signaling components (Supplemental Table 2), many of which are altered in CAVD, such as the *Ace2*, (Pro)renin receptor (*Atp6ap2*), and the angiotensin II receptor (*Agtr1a*), in addition to *Agt*.

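Atp6ap2, which encodes the prorenin receptor, rose with Agt, while the angiotensin receptor gene Agtr1a fell. Atp6ap2 went from 40.0 ± 1.51 FPKM (SD, n = 4) with GFP to 144 ± 5.73 (SD, n = 4) with Cre at 48 h (log2 fold change 1.82, adjusted p = 4.44e-10 from limma). Agtr1a went from 2.40 ± 0.247 to 0.405 ± 0.161 FPKM, a log2 fold change of -1.28 (standard error 0.09, adjusted p = 6.17e-07 from limma). With a pseudocount of 0.1 the log2 fold change of Agtr1a was -2.36. Ace, the angiotensin-converting enzyme gene, had a log2 fold change of 0.30 that did not pass the test (adjusted p = 0.104 from limma). It passed at 0.58 with quantile normalization (adjusted p = 0.00665), at 0.48 with median-of-ratios scaling (0.0189) and at 0.47 without GFP replicate 1 (0.00191). Renin (Ren1) is listed at 0 in all libraries of both groups at 48 h.
Of 12 genes of the renin-angiotensin system tested, 6 were higher, 5 lower and 1 did not pass the test, with the same counts when adjusted over the list alone and 7 higher and 5 lower with either scaling. The list did not pass limma's camera test at 48 h (median log2 fold change 0.41 relative to all genes, adjusted p = 0.183), and it did with the stricter minimum of 5 FPKM (adjusted p = 0.0411). At 72 h it passed (median 0.57, camera adjusted p = 0.0426, and adjusted p = 0.207 with an estimated correlation), a call lost without Cre replicate 1 (adjusted p = 0.058), with the stricter minimum (0.126) and on ranks (0.178).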

While the VIC culture conditions favored dystrophic calcification over osteogenic calcification, 1 of the top signaling pathways identified by IPA analysis was the role of osteoblasts, osteoclasts, and chondrocytes in rheumatoid arthritis (Figure 6D), suggesting that Ca^2+^ influx through Ca_V_1.2 may be an activating signal for both calcification pathways. 

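Genes of bone and cartilage formation moved in both directions at 48 h. The osteoblast transcription factor gene Runx2 fell from 11.4 ± 0.327 FPKM (SD, n = 4) with GFP to 7.58 ± 0.983 (SD, n = 4) with Cre, and Alpl, the mineralizing alkaline phosphatase, from 42.4 ± 4.46 to 7.68 ± 1.14. Sox9, a transcription factor of cartilage, fell from 6.53 ± 0.231 to 2.17 ± 0.147 FPKM. Phospho1, a phosphatase of mineralizing bone, rose from 8.41 ± 0.414 to 18.7 ± 1.16, and Sparc, a bone matrix protein also counted among the collagen processing genes, from 2445 ± 28.9 to 4751 ± 262. Of 18 osteogenic genes, 6 were higher, 10 lower and 2 did not pass the limma test (6 and 10 when adjusted over the list alone, 7 and 9 with quantile normalization, 7 and 8 with median-of-ratios scaling), with a camera adjusted p of 0.593. Of 7 chondrogenic genes, 3 were higher and 3 lower (3 and 3 when adjusted over the list alone, 2 and 3 with quantile normalization), with a camera adjusted p of 0.786. Cre replicate 2 stood above the other Cre libraries for Sparc, at 5143 FPKM against 4604 to 4646.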

The enriched transcripts belonging to this set included multiple Wnt family members and their Frizzled receptors, as well as 3 of the 4 nuclear factor of activated T cells (*Nfatc*) genes (*Nfatc1*, *Nfatc2*, *Nfatc4*). In addition to being components of the gene set for the role of osteoblasts, osteoclasts, and chondrocytes in rheumatoid arthritis, the *Nfatc* gene products are Ca^2+^-responsive transcriptional regulators and thus serve as components of sensors capable of translating Ca^2+^ influx through Ca_V_1.2 to downstream Ca^2+^-signaling gene expression pathways (37). Together, the data from the VICs demonstrate early consequences of increased Ca^2+^ influx through Ca_V_1.2 in VICs.

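Nfatc1, Nfatc2 and Nfatc4 rose at 48 h and Nfatc3 fell. Nfatc1 went from 2.94 ± 0.197 FPKM (SD, n = 4) with GFP to 9.42 ± 0.206 (SD, n = 4) with Cre, and Nfatc4 from 10.8 ± 0.290 to 20.6 ± 0.380. Nfatc3, the most abundant of the 4 in the GFP cultures, went from 26.5 ± 0.789 to 18.5 ± 0.417 FPKM, below Nfatc4 in the Cre cultures. The log2 fold change of Nfatc3 was -0.50 (adjusted p = 5.28e-07 from limma), and -0.28 with quantile normalization and -0.30 with median-of-ratios scaling. At 72 h the log2 fold change of Nfatc4 was 0.15 (adjusted p = 0.0471 from limma), with adjusted p of 0.0802 to 0.125 without GFP replicate 1, 2 or 3 or Cre replicate 1 or 2, and of 0.0519 with no minimum FPKM. It was 0.51 with quantile normalization and 0.46 with median-of-ratios scaling. The effect on Nfatc4 was smaller than at 48 h (difference -0.72, adjusted p = 2e-06 from limma).
Among 5 Wnt ligand genes tested, Wnt6, Wnt4 and Wnt9a rose, and Wnt5a and Wnt5b fell (3 higher and 2 lower over all genes and when adjusted over the list alone); with quantile normalization and with median-of-ratios scaling the same number were higher and neither fall passed (log2 fold change of Wnt5a -0.37, and -0.15 and -0.17 with these scalings). Wnt6 went from 0.160 ± 0.102 to 2.74 ± 0.483 FPKM, and Wnt9a from 4.23 ± 0.101 to 7.70 ± 0.282. Among 8 Frizzled receptor genes, Fzd2, Fzd6, Fzd7 and Fzd8 were higher, Fzd1 and Fzd4 lower, and Fzd3 and Fzd5 did not pass the limma test (4 and 2 when adjusted over the list alone, 6 and 2 with quantile normalization, 5 and 2 with median-of-ratios scaling). Fzd3 went from a log2 fold change of -0.057 to 0.16 with quantile normalization (adjusted p = 0.0494 from limma), and Fzd5 from 0.0055 to 0.29 (adjusted p = 0.0007), or to 0.18 with median-of-ratios scaling (adjusted p = 0.0112). For Fzd6 the value was 0.19, and 0.42 and 0.39 with these scalings. Fzd8 went from 11.3 ± 0.510 to 21.0 ± 1.40 FPKM and Fzd4 from 18.5 ± 0.378 to 6.97 ± 0.240. At 72 h 1 Frizzled gene was higher and 5 were lower by limma (1 and 5 when adjusted over the list alone), but 4 were higher and 3 lower with either scaling. The log2 fold change of Fzd7 was 0.47 at 48 h and -0.13 at 72 h (adjusted p = 0.0333 from limma, and 0.0515 to 0.1 without GFP replicate 1, 2 or 3 or Cre replicate 1 or 4), and at 72 h 0.22 with quantile normalization and 0.19 with median-of-ratios scaling. For Fzd8 it was 0.84 at 48 h and -0.15 at 72 h (adjusted p = 0.0617 from limma, and 0.0396 and 0.0426 without GFP replicate 3 and without Cre replicate 2), and 0.23 and 0.17 at 72 h with these scalings. The effect was smaller at 72 h in both (difference -0.60 for Fzd7, adjusted p = 1.05e-06 from limma, and -0.98 for Fzd8, adjusted p = 2.17e-06). Neither list passed limma's camera test (adjusted p = 0.119 for the ligands and 0.285 for the receptors), though the ligands did without GFP replicate 2, 3 or 4 or Cre replicate 4 (adjusted p = 0.0454 to 0.049). Of 32 other Wnt pathway components and targets, 8 were higher and 21 lower, with the same counts when adjusted over the list alone, 11 and 14 with quantile normalization, and 12 and 17 with median-of-ratios scaling (camera adjusted p = 0.786).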

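Collagen, collagen processing, contractile and integrin genes lay above other genes at both times, as did genes of matrix glycoproteins. The contractile list was more mixed at 72 h, with 12 of 26 genes higher and 9 lower by limma (12 and 9 when adjusted over the list alone). The split was 13 and 11 with quantile normalization and 19 and 2 with median-of-ratios scaling (camera adjusted p = 0.00392, and adjusted p = 0.366 with an estimated correlation). Among 17 integrin genes tested at 48 h, 10 were higher and 7 lower by limma, and the same when adjusted over the list alone (camera adjusted p = 0.034, and adjusted p = 0.284 with an estimated correlation and 0.0954 on ranks). Itga7 went from 1.24 ± 0.0862 FPKM (SD, n = 4) with GFP to 35.7 ± 3.01 (SD, n = 4) with Cre, Itga8 from 0.443 ± 0.143 to 18.0 ± 2.48, and Itgb8 fell from 5.14 ± 0.132 to 0.726 ± 0.0788. Of 43 matrix glycoprotein and proteoglycan genes, 21 were higher and 14 lower, the same when adjusted over the list alone, while 24 and 14 were with quantile normalization and 27 and 7 with median-of-ratios scaling (camera adjusted p = 0.000591, and adjusted p = 0.114 with an estimated correlation). Prelp, a leucine-rich matrix proteoglycan, rose from 183 ± 5.14 to 988 ± 24.2 FPKM. At 48 h 18 of 39 lists passed an adjusted p of 0.05 in limma's camera, 14 above and 4 below other genes, and at 72 h 21 of 38 lists passed, 18 above and 3 below. With an estimated correlation none passed at either time, and the lowest adjusted p was 0.113 at 48 h and 0.121 at 72 h, while 10 lists at each time had an unadjusted p under 0.05. limma's fry, which does not compare a list with other genes, called 39 of 39 lists at 48 h and 36 of 38 at 72 h.

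**Figure D3:**
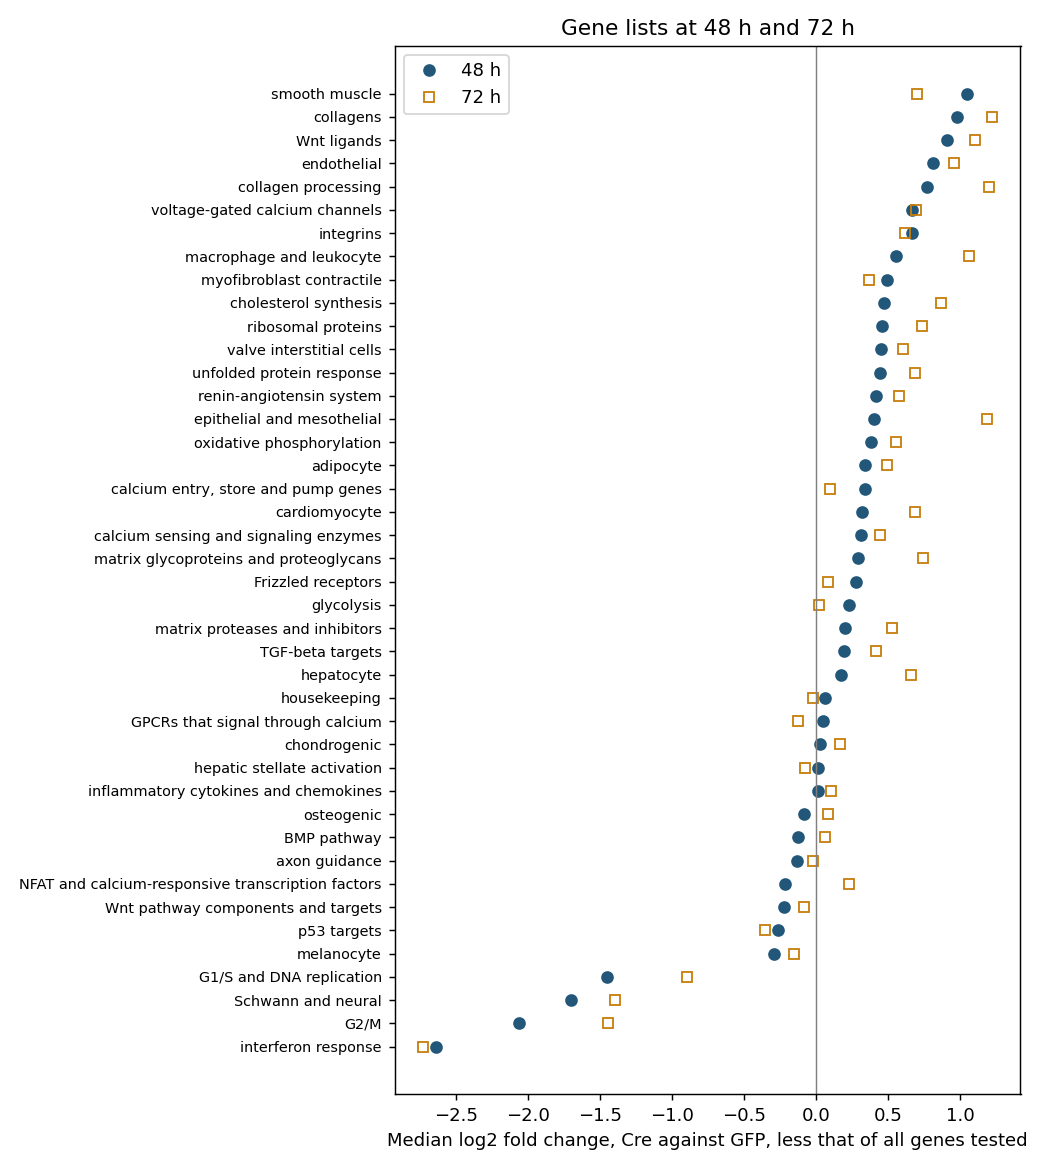
Median log2 fold change of each gene list, Cre against GFP, less the median of all genes tested, at 48 h (filled points) and 72 h (open squares). Medians at 48 h run from -2.64 for interferon response genes to 1.04 for smooth muscle genes.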

## Discussion

Building upon a study showing an association between increased expression of Ca_V_1.2 in the aortic valve and CAVD (19), our combination of VIC culture and in vivo models demonstrates that increased Ca^2+^ influx through Ca_V_1.2 is, indeed, causal for the initiation of calcific lesions within the aortic valve. The location of the lesions in the hinge regions in young mice maintained on normal chow rather than a high-cholesterol diet suggests that this is a relevant model for the early aortic valve lesions described in presymptomatic individuals (10). The role of Ca_V_1.2 in this model, echoing the GWAS of patients with more advanced CAVD (19), is underlined by our experiments showing that blocking Ca_V_1.2-channel activity with verapamil reduced the α-SMA signal of myofibroblast activation in cultured VICs and decreased the valve lesions in our in vivo model. CAVD arises from myofibroblast differentiation of VICs in response to paracrine action of stimuli TGF-β, and our data show that Ca^2+^ influx through Ca_V_1.2 may be a key downstream step, because our in vivo Ca_V_1.2 mouse models showed lesion development in the absence of any such exogenous paracrine stimuli and in the absence of the hypercholesterolemia stimulus commonly used in CAVD mouse models.

The drivers for increased Ca_V_1.2 expression in diseased valves are not known, but the subsequent influx of Ca^2+^ through Ca_V_1.2 then is clearly poised to drive gene expression pathways that promote valve calcification, such as the marked upregulation of multiple collagen genes (Supplemental Table 1) or the activation of local RAAS signaling (Supplemental Table 2) that is known to promote valve calcification and may also be a promising target, based on a retrospective analysis (38).

That verapamil was effective in cultured VICs suggests the ability of Ca_V_1.2 Ca^2+^ channel antagonists to reduce myofibroblast activation is independent of an effect on blood pressure. While these agents may not be recommended for individuals with severely advanced disease (39), in part because Ca^2+^ channel antagonists and other agents that reduce afterload are generally contraindicated in severe aortic valve disease, Ca^2+^ channel antagonists could be well tolerated earlier in the disease process, such as when aortic sclerosis is recognized by echocardiography. The similarity between the location and morphology of these lesions and those found in presymptomatic individuals (10) underscores the translational potential of Ca^2+^ channel antagonists for early CAVD. Although dihydropyridines, which have less negative inotropy, may be the Ca^2+^ channel antagonist of choice, we were unable to assess them in our transgenic models, because of a designed dihydropyridine-resistance mutation to allow pharmacological distinction of the transgenic Ca_V_1.2 channels from endogenous channels (28). Moreover, because critical steps leading to CAVD, such as dystrophic calcification and osteogenesis, mimic processes identified in atherosclerotic calcification (40, 41), the efficacy of a Ca^2+^ channel antagonist in the VIC cultures resonates with previous clinical trial data (e.g., PREVENT, CAMELOT, ACCOMPLISH) showing that Ca_V_1.2 Ca^2+^ channel antagonists reduced cardiovascular events and caused regression of atherosclerotic plaques (42–44), which is especially notable because the CAMELOT trial researchers observed a benefit with amlodipine in patients with normal blood pressure. Despite the parallels between CAVD and atherosclerosis, pharmacological treatments that have been successful for atherosclerosis failed for CAVD (e.g., lipid lowering with statins) (45–48), emphasizing the need for the identification of new targets and the development of novel therapies for CAVD by uncovering disease mechanisms. Ca_V_1.2 Ca^2+^ channel antagonists may offer 1 such therapy that, to our knowledge, has not yet been investigated.

The RNA-Seq data obtained from cultured VICs provide several clues to important mediators downstream of Ca_V_1.2 and suggestions for additional therapeutic interventions and disease mechanisms. For example, Supplemental Table 3 lists key upregulated, Ca^2+^-sensitive signaling genes, including those encoding Ca^2+^/calmodulin kinases (*Camk2a* and *Camkk1*), the NFATc components of the Ca^2+^-sensitive phosphatase calcineurin complex that mediate Ca^2+^-dependent transcription (*Nfatc1*, *Nfatc2*, *Nfatc4*), and the Ca^2+^-binding second messenger and transcriptional regulator calreticulin (*Calr*), with *Nfatc2* being the top upregulated transcript. Thus, targeting NFAT-dependent transcription with inhibitors such as cyclosporine or tacrolimus may offer opportunities to prevent or delay progression of CAVD beyond the suggested efficacy of Ca_V_1.2 Ca^2+^ channel antagonists such as verapamil that was effective in our mouse model. 

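Camk2a, Camkk1 and Calr rose in the Cre cultures at 48 h. Camk2a, a calcium/calmodulin kinase, went from 0.877 ± 0.291 FPKM (SD, n = 4) with GFP to 3.17 ± 0.271 (SD, n = 4) with Cre (log2 fold change 1.16, standard error 0.11, adjusted p = 4.81e-06 from limma; 1.79 with a pseudocount of 0.1). Camkk1, the kinase that activates other calmodulin kinases, went from 2.17 ± 0.298 to 4.86 ± 0.413 FPKM (log2 fold change 0.89, adjusted p = 3.57e-06 from limma). Calr was far more abundant, at 500.4 ± 10.8 and 998 ± 32.8 FPKM (log2 fold change 0.99, standard error 0.03, adjusted p = 3.35e-09 from limma). The effect on Calr was larger at 72 h (difference 0.46, adjusted p = 9.28e-05 from limma).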

Antagonism of the calcineurin-signaling pathway prevents graft atherosclerosis (49), suggesting an additional parallel between mechanisms driving atherosclerosis and CAVD.

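Ttr, which encodes transthyretin, a carrier of thyroid hormone and retinol, was near the floor at 48 h in both groups. It lies on chromosome 18 of GRCm38 from 20665250 to 20674324 (ENSMUSG00000061808). It is listed at 0 FPKM in all 4 GFP libraries at 48 h, and at 0.177, 0.238, 0.230 and 0.194 FPKM in the 4 Cre libraries, so no fold can be given. The gene was under the minimum of the test at 48 h. With no minimum its log2 fold change was 0.27 (standard error 0.02, adjusted p = 3e-06 from limma). At 72 h Ttr was at 1.23 ± 0.346 FPKM (SD, n = 3) with GFP and 1.83 ± 0.106 (SD, n = 3) with Cre, a log2 fold change of 0.35 (standard error 0.12, adjusted p = 0.0256 from limma). The 72 h call was lost without GFP replicate 2 or Cre replicate 1, 2 or 4 (adjusted p = 0.0515 to 0.0806), and the log2 fold change was 0.60 with quantile normalization, 0.55 with median-of-ratios scaling, 0.57 with a pseudocount of 0.1 and 0.22 without GFP replicate 2.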

Another example of a gene upregulated by Ca^2+^ influx through Ca_V_1.2 that provides potential mechanistic insight is *Ttr* (16.47-fold ± 7.73-fold; *P_adj_* = 3.05 × 10^–6^). *Ttr* encodes transthyretin, a protein that deposits in the heart and cause cardiac amyloidosis. There are 2 types of cardiac amyloidosis, hereditary transthyretin cardiac amyloidosis that results from mutations in TTR, and senile transthyretin cardiac amyloidosis, in which WT transthyretin deposits in the myocardium and valves. Deposition of transthyretin is increasingly recognized in valves excised from patients undergoing valve replacement for CAVD (50), and cardiac amyloidosis is increasingly recognized as a comorbidity of CAVD (51). How WT transthyretin leads to amyloid deposition in senile cardiac amyloidosis is unclear, but a transgenic mouse model with *TTR* overexpression demonstrated amyloid deposition (52). Thus, the marked upregulation of *Ttr* in the VICs may provide a mechanism.

The mechanisms by which Ca_V_1.2, a voltage-gated Ca^2+^ channel that is usually considered in the context of excitable cells such as neurons or cardiomyocytes, is regulated in fibroblast-like VICs is not clear; membrane voltage in VICs has not been actively studied. Nevertheless, there is growing evidence that Ca_V_1.2 confers important functions in nonexcitable cells. Chondrocytes and osteoblasts appear to be prime examples, as others and we have shown (21–23, 27). Moreover, individuals with Timothy syndrome with the Ca_V_1.2 G406R gain-of-function mutation suffer from various phenotypes in multiple nonexcitable tissues (26, 53), although these individuals have not been reported to have CAVD, likely because most known patients have short life spans. For the aortic valve, which is subject to mechanical shear stress, 1 possible means of further activating Ca_V_1.2 in vivo may be via activation of mechanosensitive channels such as Piezo1 that have been found in bone. Osteocytes express high levels of *Piezo1* in static conditions and the *Piezo1* transcripts increase with shear stress (54, 55). Stretch and mechanical forces cause Piezo1 or its homolog Piezo2 to open, providing an inward depolarizing current, including Ca^2+^ (56). Shear stress is a potent driver of the CAVD pathway (57) and, in our VIC cultures, *Piezo1* is highly expressed: it is in the top 0.02% of all protein coding transcripts by read abundance.

In conclusion, our RNA-Seq data from VICs in which increased Ca^2+^ influx through Ca_V_1.2 identified multiple differentially expressed genes and signaling pathways common in CAVD, show that the association between *CACNA1C* SNPs and increased Ca^2+^ influx through Ca_V_1.2 with CAVD is, indeed, causal. Moreover, these collected data provide mechanistic insight. Our in vivo mouse-model studies showed increased Ca^2+^ influx through Ca_V_1.2 in the aortic valve resulted in lesion formation with dystrophic, chondrogenic, and osteogenic characteristics, reflecting later signaling events, which we hypothesize are driven by the initial cascade of gene expression changes observed in the cultures. An important result from these studies is that, because Ca_V_1.2 is druggable, targeted treatment with commonly used Ca^2+^ channel antagonists, if applied early in the disease process, may offer a therapeutic strategy, as we showed with verapamil. Our RNA-Seq data sets and these newly developed models suggest that further definition of the signaling events from Ca^2+^ influx through Ca_V_1.2 to myofibroblast activation and resultant valve calcification may reveal additional therapeutic targets for development.

## Methods

### Human aortic valve immunofluorescence.

Immunofluorescent staining of human tissue samples was performed as previously described (58). Briefly, OCT-embedded (Tissue-Tek) frozen sections (7 μm) from control valves (obtained for heart transplant surgery) or calcified valves removed during surgical aortic valve replacement were fixed in an acetone/methanol solution for 10 minutes at 4°C. After blocking for 1 hour, the sections were incubated with a custom-made polyclonal anti-α_1C_ (Ca_V_1.2) antibody (Yenzym, 1:50 dilution) (59–61) and a monoclonal anti-Runx2 antibody (Abnova, H00000860-M05).

### RNA-Seq and bioinformatics.

For the 48-hour data sets (*n* = 4 mice each) and the 72-hour data sets (*n* = 3 mice each), library preparation and sequencing were performed at Weill Cornell Medicine Genomic Core Facility. The sequencing libraries were sequenced with single-end 50 bps on a HiSeq 4000 sequencer (Illumina). The raw sequencing reads in binary base call format were processed through bcl2fastq 2.19 (Illumina) for FASTQ conversion and demultiplexing. RNA reads were aligned and mapped to the GRCm38 mouse reference genome by STAR (version 2.5.2; https://github.com/alexdobin/STAR) (62), and transcriptome reconstruction was performed by Cufflinks (version 2.1.1; http://cole-trapnell-lab.github.io/cufflinks/). The abundance of transcripts was measured with Cufflinks in fragments per kilobase of exon model per million mapped reads (63, 64). Gene expression profiles were constructed for differential expression, cluster, and principle component analyses with the DESeq2 package (https://bioconductor.org/packages/release/bioc/html/DESeq2.html) (65), eliminating genes with insufficient base mean reads. For the canonical pathway and gene network analysis, data were analyzed via IPA (QIAGEN). Raw data are deposited in the Gene Expression Omnibus (GEO GSE151520).

### qPCR.

RNA was isolated from cultured mouse VICs using the RNeasy Mini Kit (QIAGEN) according to the manufacturer’s instructions. Reverse transcription was performed using iScript cDNA Synthesis Kit (Bio-Rad). qPCR was performed in duplicate for each sample with QuantStudio 3 (Applied Biosystems) using SYBR green-based detection chemistries (Bio-Rad). Relative expression was quantified using the Ct method, except in Figure 5A, in which the raw Ct values are reported to emphasize the almost complete lack of valvular endothelial cell markers. GAPDH was used for a reference gene. For primer sequences used for qPCR, see Supplemental Table 4 (66–68).

### Animals.

C57BL/6J mice (B6) (catalog 00064) and Ca_V_1.2^lacz/+^ reporter mice (catalog 0005783) were purchased from Jackson Laboratory. *ScxCre* mouse (69) was provided by Ronen Schweitzer (Oregon Health and Science University, Portland, Oregon, USA). STOP-floxed WT or a G406R mutant *Ca_V_1.2WT*^/+^ and *Ca_V_1.2^TS/+^* mice were described previously (28). Data from male and female mice were analyzed after initial observations did not reveal a sex difference.

### Aortic VIC isolation and in vitro assays.

Mouse primary aortic VICs were isolated as described previously (70). Briefly, aortic valves were dissected and pooled together (*n* = 3–5) and digested with collagenase to eliminate valve endothelial cells (VECs) and isolate VICs. Cells from passages 3–8 were used. Adenovirus expressing Cre recombinase (Vector Biolabs, 1045) or GFP (Vector Biolabs, 1060) were used to infect cells. For the verapamil assay, 10 μM verapamil was added to Ca_V_1.2^TS^ cells in addition to adenovirus expressing either Cre recombinase or GFP. After 2 days of incubation, RNA was isolated and qPCR was performed.

### Histology, pentachrome staining, and immunofluorescent staining.

*ScxCre;Ca_V_1.2^TS/+^* and *ScxCre;Ca_V_1.2^WT/+^* mice and their control littermates (*Ca_V_1.2^TS/+^* and *Ca_V_1.2^WT/+^*) were sacrificed. Hearts were removed and fixed in 4% paraformaldehyde for 1 hour at room temperature. Tissue was further dehydrated through ethanol gradient washes, embedded in paraffin, and sectioned at 10 μm. Movat’s pentachrome staining was performed according to the manufacturer’s protocol (American MasterTech Scientific). For Aggrecan (1:500; Millipore, AB1031) and Sox9 (1:500; Millipore, AB5535) staining, tissues were treated with chondroitinase (200 mU/mL; Sigma) before blocking. For Runx2 (1:100; Novus Biologicals, NBP1-77472) and α-SMA (1:200; Abcam, ab5694), antigen retrieval was performed using sodium citrate (10 mM, pH 6) before blocking.

### Determination of calcium deposition in aortic valve.

Hearts from *ScxCre;Ca_V_1.2^TS/+^* and *ScxCre;Ca_V_1.2^WT/+^* mice and their control littermates (*Ca_V_1.2^TS/+^* and *Ca_V_1.2^WT/+^*) were fixed in 4% paraformaldehyde, embedded in paraffin, and sectioned at 10 μm. For von Kossa staining to detect calcium deposition in the aortic valve (71), sections were incubated in 1% aqueous silver nitrate solution for 20 minutes in the UV chamber (Fisher Scientific, FB-UVXL-1000). Slides were rinsed in water, excess silver was removed with 5% sodium thiosulfate for 5 minutes, and counterstained with nuclear fast red. For alizarin red staining, sections were fixed in 4% paraformaldehyde and incubated in alizarin red solution for 30 minutes.

### Mini-osmotic pump implantation.

A mini-osmotic pump (Alzet, 2004) filled with either vehicle (DMSO diluted 1:1 in water) or verapamil solution (10 mg/kg/d) was implanted s.c. for infusion at a rate of 10 mg/kg/d. Incision was closed with a surgical stapler. After 28 days of drug delivery through a mini osmotic pump, mice were sacrificed and the heart samples were processed for histology.

### Statistics.

Data analysis was performed using GraphPad Prism, version 8.4. All averaged data are presented as mean ± SEM. Statistical significance was determined using 2-tailed *t* tests, a 2-way ANOVA with post hoc correction for multiple comparisons, or χ^2^ test. *P* < 0.05 was considered statistically significant. For RNA-Seq differential expression analyses, pairwise comparisons between 2 or more groups were made using parametric tests in which read counts follow a negative binomial distribution with a gene-specific dispersion parameter. *P_adj_* values were calculated on the basis of the Benjamin-Hochberg method to adjust for multiple testing.

### Study approval.

Animals were handled according to NIH Guide for the Care and Use of Laboratory Animals. The research was approved by the Weill Cornell Research Animal Resource Center.

Human aortic valve samples were obtained from the valve replacement and heart transplantation surgeries at Mount Sinai Hospital, New York, New York. The study was approved (GCO 13-1821/HS 13-00741) by the IRB of the Icahn School of Medicine at Mount Sinai. All patients gave written informed consent prior to surgery.

## Author contributions

MM, RB, SOM, and GSP designed the research studies. MM and RB conducted experiments, acquired data, analyzed data. MS, YH, and AG conducted experiments, acquired data, and analyzed data. MM, SOM, and GSP wrote the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
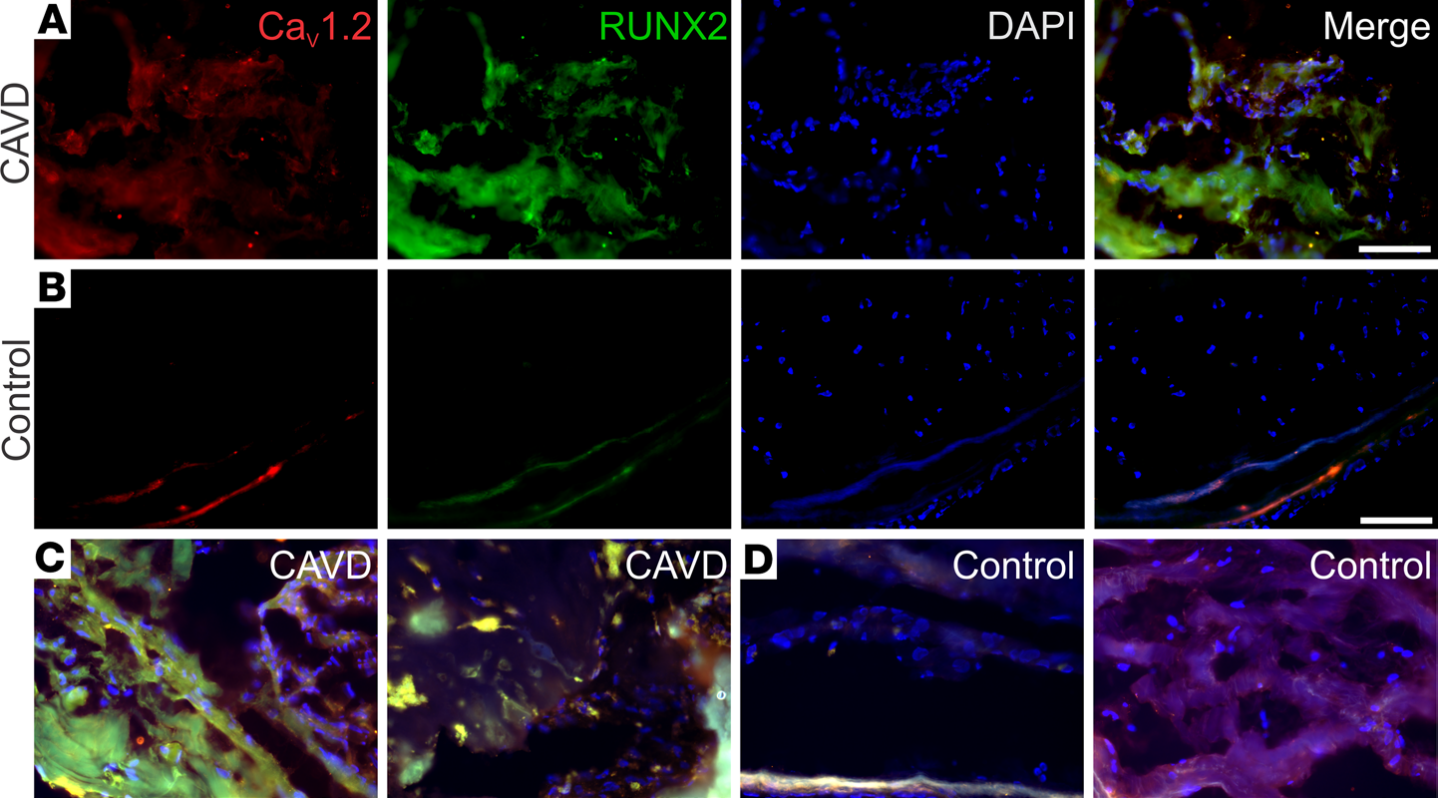
Increased Ca_V_1.2 and RUNX2 expression in calcified segments of aortic valves from individuals with CAVD. (**A** and **B**) IHC analysis of Ca_V_1.2 (red) and RUNX2 (green) of valve tissue excised from a patient with CAVD (**A**) or a valve excised from a heart harvested for transplant and without CAVD (**B**). The blue signal is DAPI, and merged images are shown in the right-most panels for each. (**C** and **D**) Merged images for 2 additional valves from patients with CAVD (**C**) and from valves excised from hearts harvested for transplant and without CAVD (**D**). Scale bars: 100 μm.

**Figure 2:**
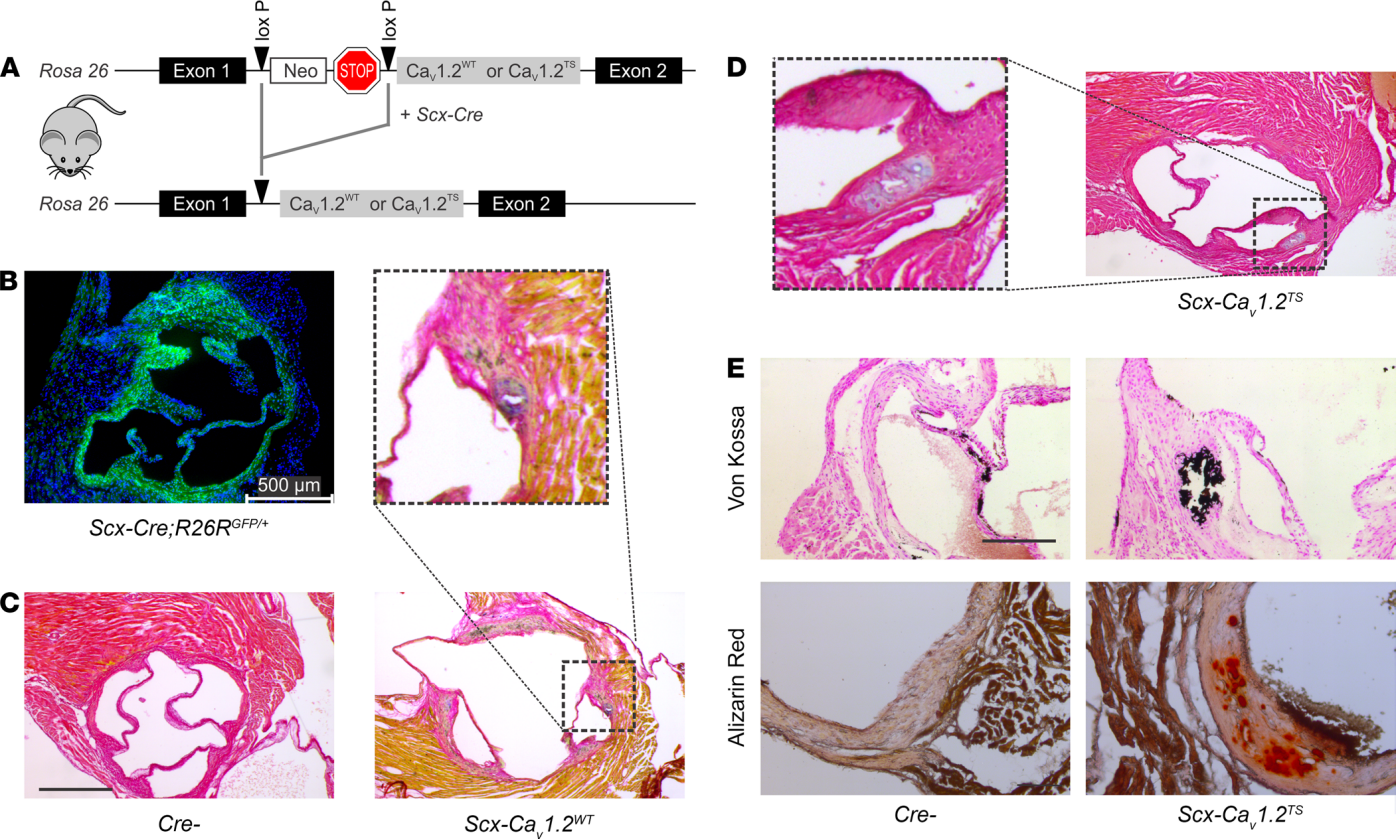
Increased Ca_V_1. 2 expression in the aortic valve is causal for CAVD. (**A**) Transgenic strategy for inducible Ca_V_1.2 expression. (**B**) GFP immunofluorescence (DAPI counterstain) showing aortic valve targeting with Scx-Cre. (**C** and **D**) Pentachrome staining shows lesions (inset) in Ca_V_1.2^WT^ (**C**) and Ca_V_1.2^TS^ (**D**) but not in Cre^–^ control mice (**C**). Scale bar: 200 μm. (**E**) Von Kossa and alizarin red stains demonstrate calcification of valve lesions in mice overexpressing Ca_V_1.2^TS^ in the valve. Scale bar: 100 μm.

**Figure 3:**
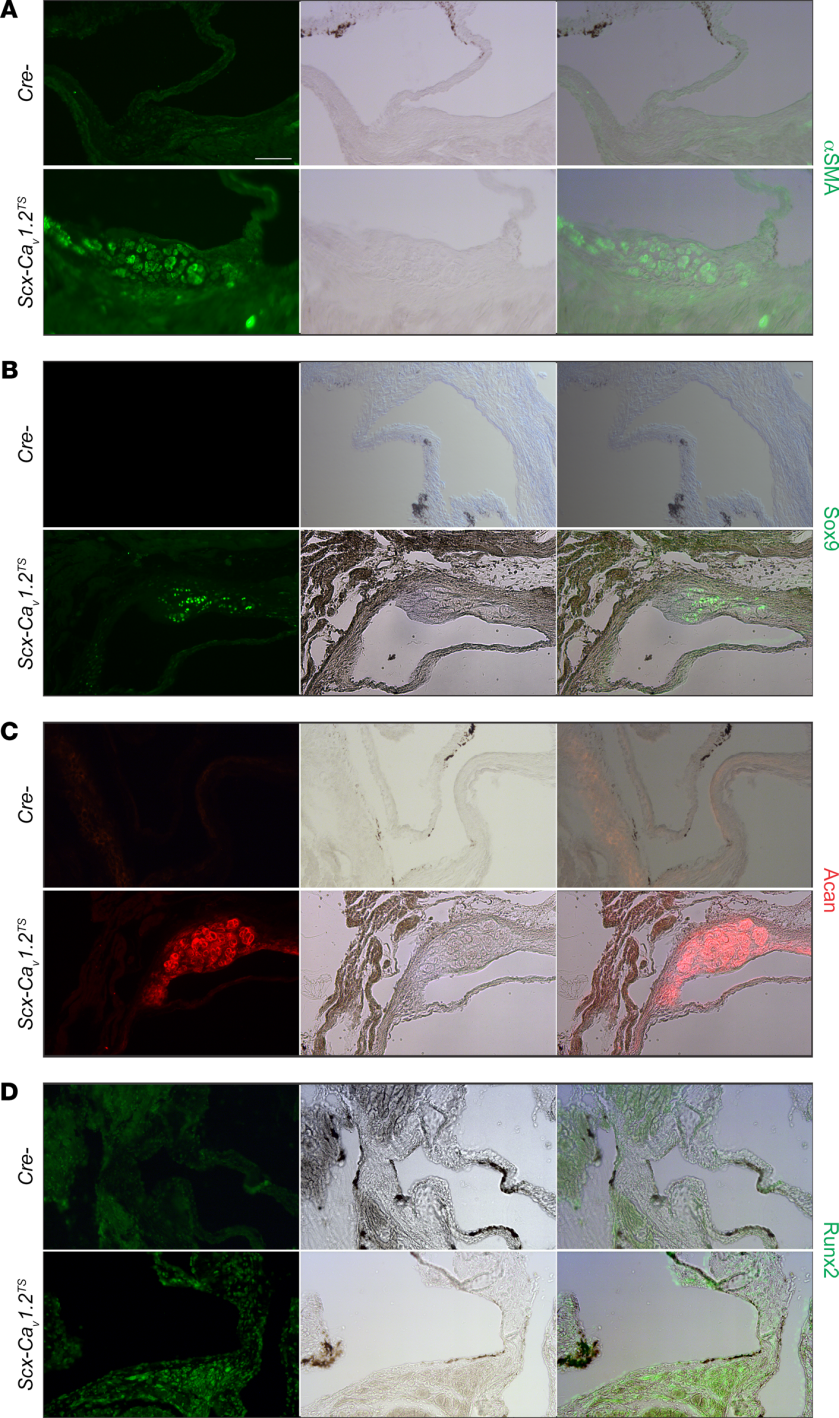
Lesion-specific upregulation of chondrogenic and osteogenic makers in vivo. Immunofluorescence for α-SMA (**A**), Sox9 (**B**), Aggrecan (**C**), and Runx2 (**D**) with accompanying light transmission and merged images of valves from *Cre^–^* control and *Scx-Ca_V_1.2^TS^* mice shows expression of the specific marker within the valve lesion but not in the unaffected valve. For each marker, examples from ≥3 samples. Scale bar: 100 μm.

**Figure 4:**
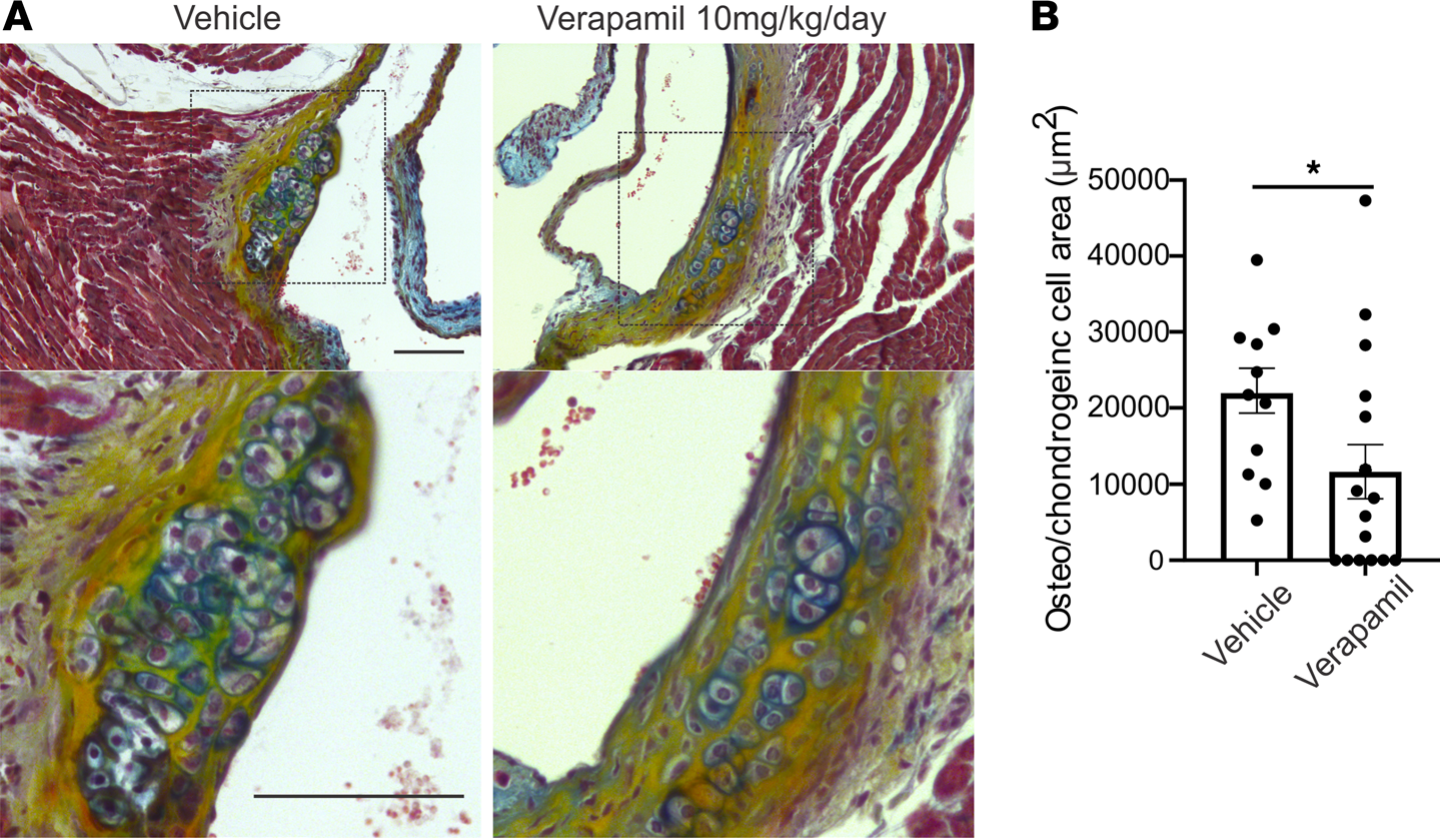
Blockade of Ca^2+^ influx through Ca_V_1.2 reduces aortic valve lesions in *Scx-Ca_V_1.2^TS^* mice. (**A**) Pentachrome stain of aortic valves from 3-month-old *Scx-Ca_V_1.2^TS^* mice. Valves were isolated after 4 weeks of treatment by mini-osmotic pumps with verapamil or vehicle control. Inset shows magnification of lesion. (**B**) Quantification of lesion area. *P = 0.04 (2-sided *t* test). Scale bars: 100 μm. Osteo, osteogenic.

**Figure 5:**
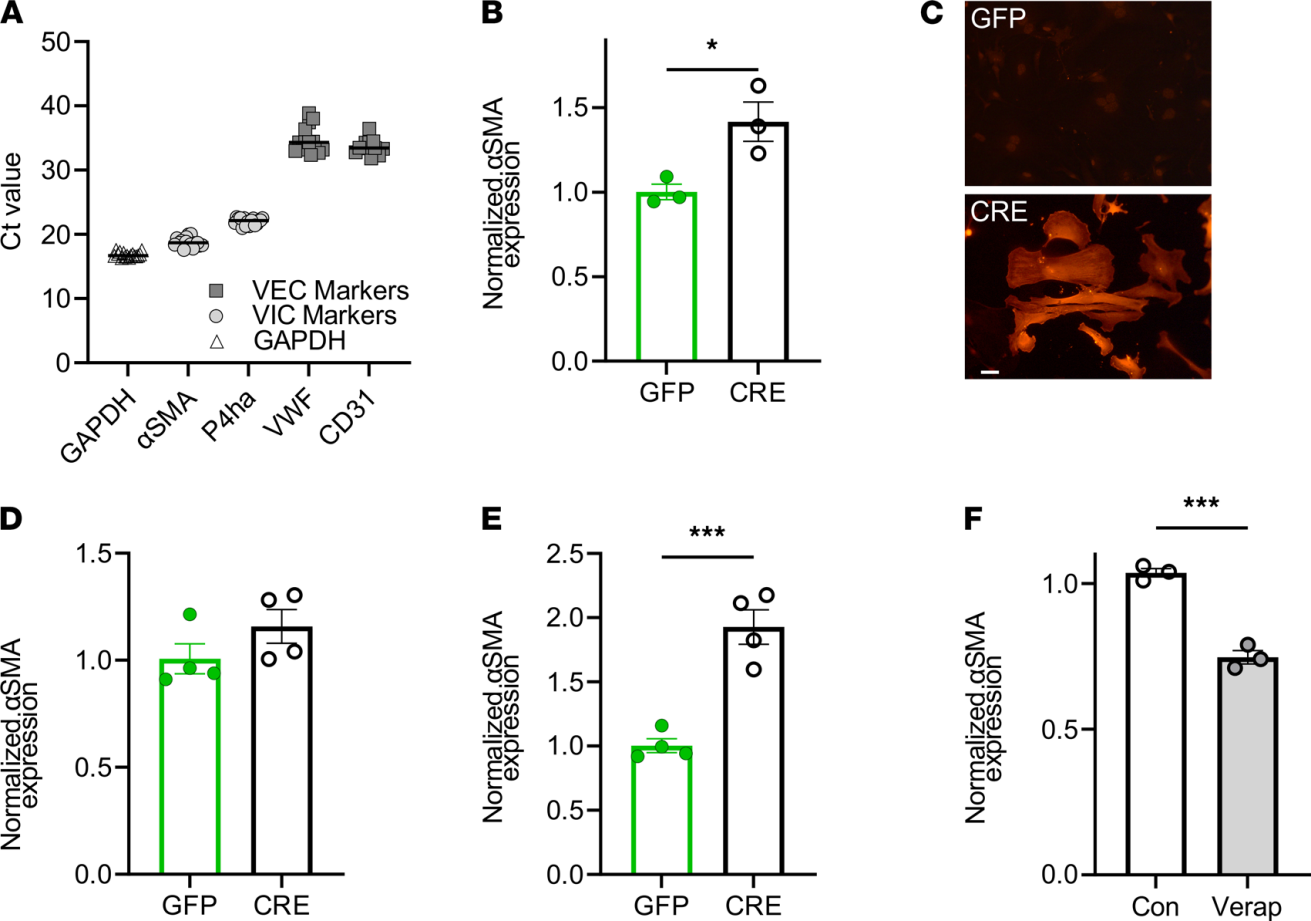
Blockade of Ca^2+^ influx through Ca_V_1.2 reduces aortic valve lesions in *Scx-Ca_V_1.2^TS^* mice. (**A**) qPCR showing expression of VIC markers (α-SMA and P4ha) compared with endothelial cell markers (VWF and CD31) in cultured VICs. (**B**) Normalized (to GAPDH) α-SMA expression after 48 hours in Ca_V_1.2^WT^-expressing VICs (after infection with virus expression GFP or Cre recombinase). *P < 0.05. (**C**) Anti–α-SMA immunofluorescence in Ca_V_1.2^TS^ VIC cultures expressing Cre or GFP. Scale bar: 50 μm. (**D**) Normalized (to GAPDH) α-SMA expression after 48 hours in WT VICs (after infection with virus expression GFP or Cre recombinase). *P* = NS. (**E**) Normalized (to GAPDH) α-SMA expression after 48 hours in Ca_V_1.2^TS^ expressing VICs (after infection with virus expression GFP or Cre recombinase). *P* < 0.001. (**F**) qPCR shows verapamil decreases relative expression of α-SMA in Ca_V_1.2^TS^ expressing VICs. ***P < 0.001. (**B**–**F**) Statistical comparisons were performed with 2-sided *t* tests. Con, control; VEC, valve endothelial cell.

**Figure 6:**
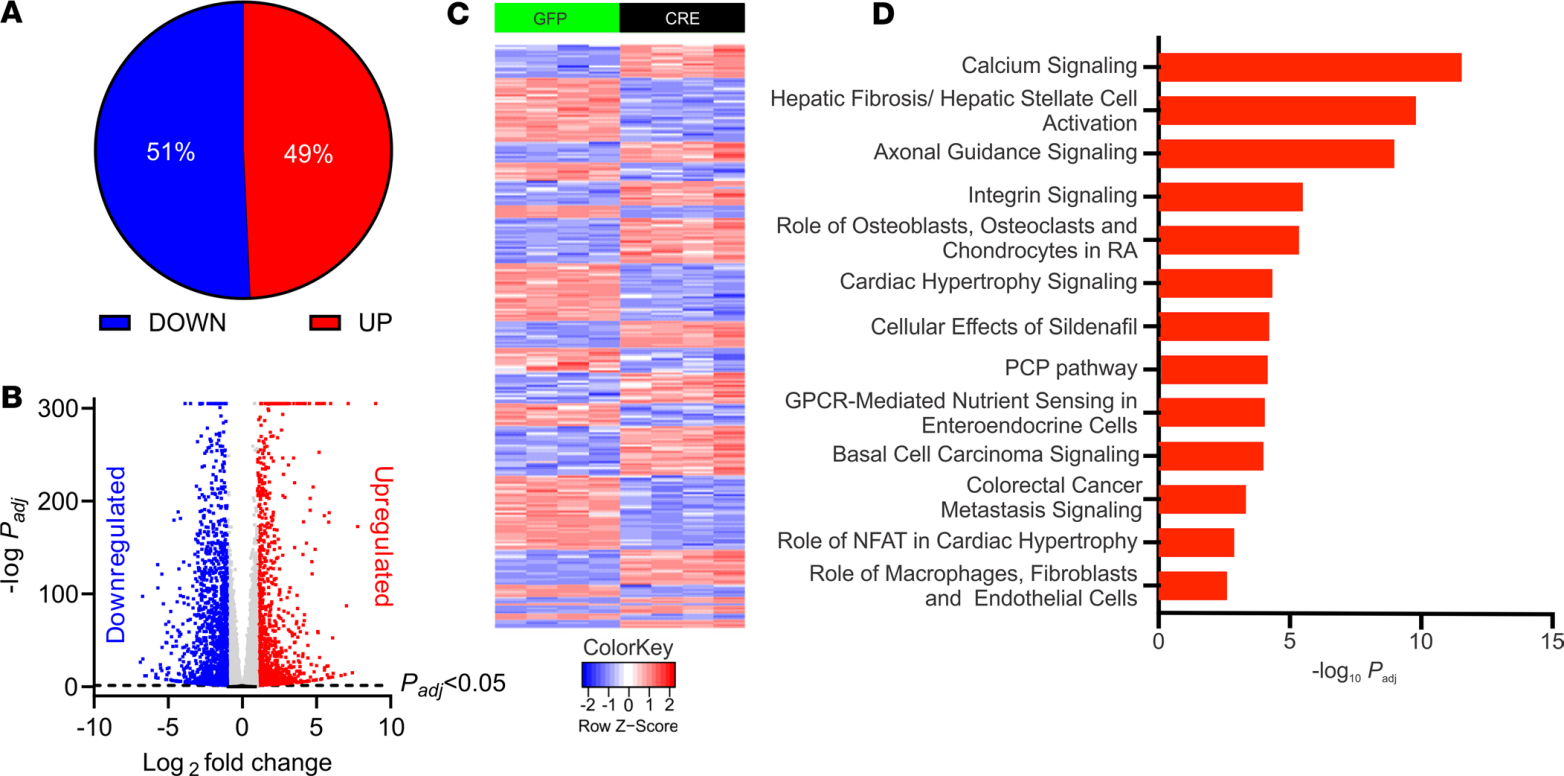
RNA-Seq of VICs infected with adenovirus expressing GFP or Cre. (**A**) Distribution of upregulated (Up) and downregulated (Down) differentially expressed genes 48 hours after viral infection. (**B**) Volcano plot of differentially expressed genes 48 hours after infection. Blue and red symbols indicate genes differentially expressed (*P_adj_* < 0.05) and log_2_-fold greater than 1.0 or less than –1.0, respectively. Gray indicates genes differentially expressed (*P_adj_* < 0.05) and log_2_-fold less than 1.0 and greater than –1.0. Black indicates genes not differentially expressed (*P_adj_* > 0.05). (**C**) Heat map of the 2724 transcripts for which expression in the Cre infected VICs was upregulated or downregulated by more than 2-fold. (**D**) Gene ontology analysis by IPA of upregulated genes. PCP, planar cell polarity; RA, rheumatoid arthritis

## Version 1 02/01/2022

In-Press Preview

## Version 2 03/08/2022

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

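RNA from 14 cultures of mouse VICs carrying the floxed CaV1.2TS transgene was measured by single-end RNA-Seq: 4 GFP and 4 Cre cultures 48 h after infection and 3 of each at 72 h. The authors aligned reads with STAR 2.5.2 to GRCm38 and deposited FPKM per gene from Cufflinks 2.1.1, after bcl2fastq 2.19, as the paper and the submitters' processing notes give them. The deposited FPKM are scaled to each library's own total, and no scaling between libraries is stated. The authors' own tests used DESeq2 on counts, which are not used here. The tests planned for counts were therefore replaced by the tests planned for FPKM.

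The deposited table holds 22007 gene IDs. For 37 IDs on more than 1 line of the table, FPKM were summed. Of the values, 87 in 29 genes were marked as failed estimates, all of them 0, and were treated as missing. A gene with no value in a whole group was not tested. Coordinates are those of the table on GRCm38, counted from 1. Each sample's virus, time and replicate number came from the submitters' labels and matched the numbers in the paper. The labels place a floxed gain-of-function mutation in Cacna1c itself, whereas the paper describes a mutant channel cDNA in Rosa26 behind a floxed STOP codon. The grouping does not rest on this, but which copy the Cacna1c FPKM come from does, and the FPKM do not show it. The paper gives the cultures as coming from 4 mice each at 48 h and 3 each at 72 h, without saying whether GFP and Cre cultures came from the same mice. Its methods also say that dissected valves were pooled and that cells of several passages were used. The libraries may therefore not be separate mice, and p-values measure only the spread between these cultures, which may be technical.

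Cre was compared with GFP within each time by limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with eBayes and a trended prior, over genes with at least 1 FPKM in as many libraries as the smaller group. The difference of the Cre effect between times was tested over all 14 libraries. p-values were adjusted by Benjamini-Hochberg at 0.05. Standard errors of ratios of mean FPKM were propagated from the group means. Single genes were also tested by a 2-sided exact permutation test, which cannot go below p = 0.0286 at 48 h and 0.1 at 72 h. In all, 42 gene lists were tested by limma's camera with a preset correlation of 0.01, where at least 5 members were tested, and with an estimated correlation as an alternative.

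The genes named are those that the paper names, the 8 largest rises and falls at each time among changed genes whose groups do not overlap and whose higher mean is at least 1 FPKM, up to 4 members of each list with the largest changes and 2 with the highest means, the 5 largest differences between times in each direction, and the members of lists of 5 or fewer genes. Other members of the collagen, Wnt, Frizzled, calcium channel and renin-angiotensin lists were named after their values were seen. Results of some single genes that this rule names are not reported here.

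On simulated data made from these libraries, with 200 genes changed, the 48 h comparison called 87.5 to 100% of changed genes by size of change, and 1.89% of its calls were on unchanged genes (11171 genes). The 72 h comparison called 60% of the genes lowered by 0.5 log2 units and 95% of those lowered by 2 units, with 5.64% of calls on unchanged genes (11267 genes). The difference between times was recovered for 93% of changed genes, with 6.06% of calls on unchanged genes (11383 genes). The comparisons within a time also held a small list of genes raised by 0.5 log2 units. The simulated data changed few genes and held no shift between the groups. In the real 48 h data 8908 of 11409 genes were called and the median was shifted. These shares therefore do not cover calls that depend on the scaling.

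The depth per library is not given by FPKM. The estimate from steps between low values is rough, and no counting error or floor was derived from it. The alternatives were quantile normalization, no minimum, a minimum of 5 FPKM, a pseudocount of 0.1, the replicate number as a block, all 14 libraries in 1 model and leaving out each library. Median-of-ratios scaling, failed estimates kept as 0, the highest line in place of the sum, and the ratio of mean FPKM as the size of change were added after the values were seen. The alternatives planned for counts were not run.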

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

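The tests of a few abundant genes, of selenoprotein estimates, of the level of Y-linked genes and of time labels with the common change over time removed were chosen after their results had been seen; the others were planned.

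Of 460 groups of 4 libraries at 48 h looked at, over the named genes and library measures, 17 had a library far from the other 3, where chance alone gives about 1 in 20 groups. In the GFP group these were replicate 1 for Fgb (1.15 FPKM), replicate 2 for Canx (324), Cxcl12 (2814), Dkk3 (23.9), Ntn1 (3.12) and Rab38 (4.93), replicate 3 for Cxcl1 (124), and replicate 4 for Nefm (4.83) and Rps10 (66.7). In the Cre group they were replicate 1 for Mmp8 (1.55 FPKM), replicate 2 for Rps20 (275), Saa3 (389) and Sparc (5143), replicate 3 for Hes1 (14.7) and Id1 (25.5), and replicate 4 for Canx (338) and Col3a1 (5391). Most of these gaps are small beside the values. The exception is Saa3, an acute phase gene, at 389 FPKM against 59.6 to 84.2 in the other Cre libraries. Its log2 fold change at 48 h was 1.78, and 1.17 without Cre replicate 2 (adjusted p = 0.000105 from limma).

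The Cre effect differed between 48 h and 72 h in 3814 genes by the test of the difference itself in limma. The values had no scaling between libraries, and the effect was more negative at 72 h in 2440 of these genes and more positive in 1374. Of the 100 draws of time labels within each virus, the real one included, 1 gave a count as large, and the highest other count was 2110. These draws also break the change over time common to both viruses, so they decide nothing on the difference. With each gene's common change over time removed first, 1 of the same 100 draws, the real one, gave a count as large as 3814. The highest other count was 1309. The common change was estimated with the real labels, and each gene's difference between the times stays in the values. Redrawn labels mix such differences within a group, which widens the spread and lowers the count. These draws are therefore only an approximate reference and do not decide on chance. The largest positive differences on the log2 scale were in Fosb (4.91), Fos (3.35), Nov (2.65), Egr3 (2.14) and Hes1 (2.10), and the largest negative ones in Saa3 (-2.73), S1pr3 (-2.70), Kcnk2 (-2.19), Defb3 (-2.12) and Stc1 (-2.0). Among genes the paper names, differences were positive for Agtr1a (0.90), Sox9 (0.83), Alpl (0.77), Piezo2 (0.72), Il6 (0.55), Calr (0.46), P4ha1 (0.38) and Cacna1c (0.21), and negative for Scx (-1.61), Agt (-1.14), Nfatc4 (-0.72), Gapdh (-0.51), Nfatc1 (-0.42), Nfatc2 (-0.38) and Atp6ap2 (-0.31). Time and lane label coincide, though a lane effect common to both viruses leaves the difference unchanged. Any other difference between the 48 h and 72 h libraries that acts on only 1 virus does not cancel.

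Gene lists outside those the paper discusses also passed limma's camera test with the preset correlation. None did with an estimated one, where 10 of the lists tested had an unadjusted p under 0.05 at 48 h and 10 at 72 h. Medians relative to all genes, at 48 h and 72 h in turn, were -2.64 and -2.73 for interferon response genes, -2.06 and -1.45 for G2/M genes, -1.45 and -0.90 for G1/S and DNA replication genes, 0.47 and 0.87 for cholesterol synthesis, 0.44 and 0.68 for the unfolded protein response, 0.38 and 0.55 for oxidative phosphorylation, 0.46 and 0.73 for ribosomal proteins, 0.45 and 0.60 for VIC markers, and 1.04 and 0.70 for smooth muscle markers. p53 targets passed at 48 h (-0.26). Macrophage and leukocyte markers (1.06, over the 6 of 20 that reached the test) and epithelial and mesothelial markers (1.19, over 8 of 18) passed at 72 h. Of the 35 splits of the 48 h libraries, 1 gave as many lists as the real 18, though the highest other split gave 16. A split other than the real one can still hold more Cre than GFP libraries in a group, which keeps part of the Cre effect. The counts of lists in such splits are therefore no measure of what chance gives, and they decide nothing here. At 72 h 3 of 10 splits gave as many lists as the real 21 and the highest other gave 22; 10 splits are too few for a share under 0.05.

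The counts of changed genes stood far from those of regrouped libraries. At 48 h 1 of 35 splits, the real one, gave as many as the real 8908, and the highest other gave 1. Every other split mixes Cre and GFP libraries within a group, which widens the spread there and lowers the count. The low counts of those splits are therefore no measure of what chance gives. The splits also take the libraries as independent cultures, which is not known. At 72 h the real split gave 9081 and the highest other 1, and 1 of 10 splits, the real one, gave as many; the splits are too few for a share under 0.05.

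On the deposited scale most changed genes were lower in Cre, with a median of -0.18 at 48 h and -0.30 at 72 h. The 200 genes with the largest product of FPKM and transcript length, selenoprotein genes left out, took 27.5 to 28.0% of that total in the GFP libraries and 33.8 to 34.3% in the Cre libraries at 48 h. The smaller share left for other genes came to 72.8% of the median shift at 48 h and 58.8% at 72 h. Shares sum to a fixed total, so a larger share of abundant genes and a fall of the others are 1 quantity here and the value does not decide between explanations. Whether abundant genes took more of the reads or the output of most genes fell with Cre cannot be told apart, since FPKM hold no absolute scale.

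The response to Cre at both times was weighed against DNA damage from the recombinase and against the sex makeup of the cultures. The list of p53 targets lay below all genes at both times, with the higher of the 2 medians at -0.26. Its place below other genes passed camera at 48 h (adjusted p = 0.032) but not at 72 h (0.0752). With an estimated correlation it passed at neither time (camera adjusted p = 0.27 and 0.533). With median-of-ratios scaling 11 targets were higher and 21 lower at 48 h, and 9 and 19 at 72 h. These values argue against a rise of the list as a whole. They do not exclude DNA damage from the recombinase. The 4 Y-linked genes looked at (Ddx3y, Eif2s3y, Kdm5d and Uty) reached at most 0.132 FPKM in any of the 14 libraries, with their X-linked partners at 3.08 FPKM or more, which argues against a different share of male cells in the Cre and GFP cultures. Cre virus and channel expression coincide in all 14 libraries, which leaves an effect of Cre apart from the channel untested in these libraries. By qPCR of α-SMA, the paper reports no difference between GFP and Cre in WT VICs (Figure 5D) and no increase with Cre in the presence of verapamil (Figure 5F).

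Selenoprotein genes made up 10 of the 20 highest mean FPKM. Their SD between replicates was 3.56 times that of genes nearest in mean, over 22 genes, a value consistent with unstable estimates for these transcripts. No biological explanation was tested.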

How the results depend on the processing

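Median-of-ratios scaling, failed estimates kept as 0, the highest line of a gene and the ratio of mean FPKM as the size of change were chosen after the values had been seen; the other settings were planned. The folds of Acta2, Agt, Nfatc2 and Cacna1c at 48 h kept their direction and passed the test under every setting that gave a value; Nfatc2 was under the stricter minimum and had none there. The counts of genes changed, higher and lower at each time, of genes changed at both times, of genes over 2-fold at 48 h and of collagen genes kept within 1.5 times except as follows. Quantile normalization gave 4529 genes higher in Cre at 48 h, and 4030 higher and 4300 lower at 72 h. Median-of-ratios scaling gave 4249 higher and 4179 lower at 72 h. Both remove the median shift between the groups by construction. Genes over 2-fold at 72 h went from 480 higher and 1194 lower to 750 and 628 with quantile normalization and 961 and 584 with median-of-ratios scaling. By the ratio of mean FPKM with no minimum 3062 genes were over 2-fold at 48 h, since low genes enter and no pseudocount compresses them.

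r² between the times was 0.874 with quantile normalization, 0.871 with the stricter minimum, 0.872 with a pseudocount of 0.1, 0.873 with median-of-ratios scaling, 0.861 with failed estimates as 0, 0.820 over all genes tested, and 0.859 to 0.868 without 1 library, with 0.859 without GFP replicate 3 at 72 h, 0.860 without Cre replicate 4 at 72 h and 0.868 without GFP replicate 3 at 48 h. With an estimated correlation in camera 0 lists passed at 48 h and 0 at 72 h, and 10 at each time had an unadjusted p under 0.05. With no minimum Ttr entered the 48 h test with a log2 fold change of 0.27. The leave-one-out ranges were 8693 to 8838 genes changed at 48 h, 8686 to 8923 at 72 h, 7448 to 7646 at both times, 3266 to 3861 differing between times, 18 to 19 lists at 48 h and 20 to 23 at 72 h.

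With the replicate number as a block, 2422 genes differed between the times and r² was 0.854; no other count moved by over 1.5 times. The numbers do not pair the libraries: deviations of same-numbered GFP and Cre libraries correlated at r of -0.000380, 0.108, -0.0319 and 0.0166 at 48 h and -0.00849 and -0.0546 at 72 h, and not every library correlated best with its own number.

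Of the values of other named genes under these settings, 7586 stayed on their side of the threshold, 109 lost the call and 57 gained it. Of values that passed in either setting, 43 turned sign, all under the other scalings, and the cause was not tested. Another 38 values turned sign and passed in neither. With quantile normalization at 48 h the values were Aldoa -0.082, Atp5b -0.11, Bgn -0.24, Col3a1 -0.019, Cxcl12 -0.25, Fn1 -0.18, Gnas -0.00072, Itgb1 -0.094, Mgp -0.023, Rplp1 -0.022, S100a6 -0.14, Fzd3 0.16. At 72 h they were Atp5b -0.0013, Col3a1 -0.026, Cxcl12 -0.36, Fzd7 0.22, Fzd8 0.23, Hsp90b1 -0.056, Itgb1 -0.079, Mgp -0.22, Mmp3 -0.36, Serpinh1 -0.016, Vim -0.34, Wnt5a 0.24, Col14a1 0.13. With median-of-ratios scaling at 48 h they were Bax 0.14, Cdkn1a 0.16, Csf1 0.033, Eng 0.15, Pkm 0.057, Sc5d 0.13, Timp1 0.062, Trf 0.20. At 72 h they were Aldoa 0.29, Cdkn1a 0.29, Csf1 0.30, Fstl1 0.33, Fzd7 0.19, Fzd8 0.17, Ifi27 0.32, Pkm 0.14, Wnt5a 0.22, Col14a1 0.062. Depth is known only as an estimate, so no floor was set for genes near 0. A planned ranking of a single gene was not analysed here, nor were the alternatives for counts.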

Differences from the paper's values

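All values here come from settings fixed before the data were examined, except median-of-ratios scaling and the ratio of mean FPKM, which were chosen after the values were seen. The paper's counts came from DESeq2 on read counts at an adjusted p under 0.05, the threshold also used here with limma on FPKM. The main fit here used no scaling between libraries, and its median log2 fold change was -0.18 at 48 h and -0.30 at 72 h. The counts of higher and lower genes depend on that shift.

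The paper counts 5193 genes upregulated at 48 h, and 2974 were higher here. With quantile normalization (4529) and with no minimum (3494) the counts came within 1.5 times of the paper's. With the stricter minimum, the pseudocount of 0.1, the replicate block, 1 model of 14 libraries and each library left out, they did not. Median-of-ratios scaling gave 4344.

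At 72 h the paper counts 5118 upregulated genes, and 2490 were higher here. Quantile normalization gave 4030, within 1.5 times of the paper's count, and every other planned setting stayed outside. Median-of-ratios scaling gave 4249.

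The paper reports 2724 transcripts changed by more than 2-fold at 48 h, and 1446 were found here. With a pseudocount of 0.1 the count was 1921, within 1.5 times. No other planned setting came within that range. On the scale of the ratio of mean FPKM, chosen after the values were seen, the count was 1986 with the minimum and 3062 without it, both within 1.5 times; the paper's own list of these transcripts was not used here.

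The paper reports 17 collagen genes upregulated by more than 2-fold at 48 h, and 10 were found here. Quantile normalization gave 12, within 1.5 times. The other planned settings gave 9 to 11. On the scale of the ratio of mean FPKM, chosen after the values were seen, 11 were over 2-fold with the minimum, with Col9a3 (3.76) added, and 15 with no minimum, within 1.5 times, with Col13a1 (4.36), Col8a2 (3.64), Col4a4 (2.01) and Col26a1 (from 0.0103 to 0.217 FPKM) added; the paper's own list of these genes was not used here.

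The paper names the hepatic stellate activation pathway as enriched among upregulated transcripts. The list used here, which is not the same gene set, had 23 of 67 genes higher and 37 lower at 48 h. Over all genes tested, 2974 of 11409 were higher and 5934 lower, so the list is not poorer in rises than other genes. With median-of-ratios scaling 27 of its genes were higher and 28 lower. Agt, which the paper names from that pathway, was the gene with the largest rise. The paper reports Ttr as strongly upregulated at 48 h; here it was under the minimum of the test, and it passed only with no minimum.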

Other observations

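Median-of-ratios scaling was chosen after the values had been seen; the other tests in this part were planned.

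Interferon-induced genes were lower in the Cre cultures almost without exception. No uninfected cultures were sequenced, so a fall with Cre and a higher level with the GFP virus cannot be told apart. Of 54 genes of the interferon response tested at 48 h, none was higher, 53 were lower and 1 did not pass the limma test (53 lower when adjusted over the list alone, and 0 higher at an unadjusted p under 0.05), and 49 were lower by more than 2-fold. With quantile normalization and with median-of-ratios scaling 1 was higher and 53 lower. Ifit1, an antiviral RNA-binding protein, was at 114 ± 23.2 FPKM (SD, n = 4) with GFP and 3.34 ± 0.356 (SD, n = 4) with Cre. Rtp4 was at 67.0 ± 6.20 and 1.64 ± 0.163 FPKM. At 72 h 53 of 55 were lower by limma and none was higher (0 at an unadjusted p under 0.05). The list lay below other genes (camera adjusted p = 2.48e-12 at 48 h, and adjusted p = 0.324 with an estimated correlation). The inflammatory genes Il33 and Cxcl1 also fell, from 122 ± 6.39 to 10.4 ± 1.93 FPKM and from 115 ± 6.09 to 13.0 ± 4.34, while Tslp rose from 0.603 ± 0.145 to 14.6 ± 1.28.

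Genes of the cell cycle were lower as well. Of 60 G2/M genes, 59 were lower at 48 h and none was higher by limma (59 lower when adjusted over the list alone, and 0 higher at an unadjusted p under 0.05), and of 49 genes of G1/S and DNA replication 47 were lower and none was higher (47 lower when adjusted over the list alone, and 0 higher at an unadjusted p under 0.05). Nuf2, a kinetochore protein, went from 25.6 ± 0.898 FPKM (SD, n = 4) with GFP to 2.59 ± 0.327 (SD, n = 4) with Cre, and Ccna2, cyclin A2, from 43.7 ± 2.71 to 5.59 ± 0.979. The camera adjusted p was 9.03e-14 for G2/M, and adjusted p = 0.27 with an estimated correlation, and 5.38e-10 for G1/S, and adjusted p = 0.174 with an estimated correlation. Ribosomal protein genes went the other way, with 53 of 74 higher and 3 lower at 48 h by limma (53 and 3 when adjusted over the list alone; camera adjusted p = 3.2e-10, and adjusted p = 0.113 with an estimated correlation). Of 23 cholesterol synthesis genes, 16 were higher and 3 lower (16 and 3 when adjusted over the list alone, 19 and 1 with median-of-ratios scaling, 19 and 0 with quantile normalization, where 0 were lower at an unadjusted p under 0.05; camera adjusted p = 0.00046, and adjusted p = 0.114 with an estimated correlation).

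Fos, Fosb, Jun and Egr1, genes that respond early to stimuli including calcium, were lower in Cre at 48 h. Jun was at 68.7 ± 8.80 FPKM (SD, n = 4) with GFP and 6.95 ± 0.899 (SD, n = 4) with Cre. The Cre effect was more positive at 72 h for Fos (difference 3.35) and Fosb (4.91), and Fosb was then higher in Cre. Of 34 genes of NFAT and calcium-responsive transcription factors tested at 48 h, 10 were higher and 20 lower by limma (10 and 20 when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.788). At 72 h 8 of 33 were higher and 13 lower by limma (7 and 13 when adjusted over the list alone). With quantile normalization and with median-of-ratios scaling 16 were higher and 10 lower at 72 h (camera adjusted p = 0.391).

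Gapdh is listed at 7.98 ± 1.16 FPKM (SD, n = 4) with GFP and 8.25 ± 1.22 (SD, n = 4) with Cre at 48 h, low for a glycolytic enzyme gene. Its log2 fold change was 0.04 (adjusted p = 0.734 from limma), and 0.32 with quantile normalization (adjusted p = 0.0345). The mesothelial marker genes Msln and Upk3b rose, from 4.51 ± 0.883 to 45.1 ± 4.51 FPKM and from 8.73 ± 0.493 to 47.5 ± 3.13, while Krt19 fell from 29.3 ± 3.20 to 5.23 ± 1.01 and Wt1 from 3.13 ± 0.0891 to 1.56 ± 0.0681.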
